# The effect of insecticide synergist treatment on genome-wide gene expression in a polyphagous pest

**DOI:** 10.1038/s41598-017-13397-x

**Published:** 2017-10-18

**Authors:** Simon Snoeck, Robert Greenhalgh, Luc Tirry, Richard M. Clark, Thomas Van Leeuwen, Wannes Dermauw

## Abstract

Synergists can counteract metabolic insecticide resistance by inhibiting detoxification enzymes or transporters. They are used in commercial formulations of insecticides, but are also frequently used in the elucidation of resistance mechanisms. However, the effect of synergists on genome-wide transcription in arthropods is poorly understood. In this study we used Illumina RNA-sequencing to investigate genome-wide transcriptional responses in an acaricide resistant strain of the spider mite *Tetranychus urticae* upon exposure to synergists such as S,S,S-tributyl phosphorotrithioate (DEF), diethyl maleate (DEM), piperonyl butoxide (PBO) and cyclosporin A (CsA). Exposure to PBO and DEF resulted in a broad transcriptional response and about one third of the differentially expressed genes (DEGs), including cytochrome P450 monooxygenases and UDP-glycosyltransferases, was shared between both treatments, suggesting common transcriptional regulation. Moreover, both DEF and PBO induced genes that are strongly implicated in acaricide resistance in the respective strain. In contrast, CsA treatment mainly resulted in downregulation of Major Facilitator Superfamily (MFS) genes, while DEGs of the DEM treatment were not significantly enriched for any GO-terms.

## Introduction

Insecticide resistance is a major threat for the agricultural productivity of commercial crops^1^, and understanding the mechanisms underlying insecticide resistance is a high priority for the design and implementation of effective resistance management programs^2^. Resistance mechanisms can generally be classified into either (1) changes in sensitivity of the target-site due to point mutations, or to (2) increased metabolic detoxification through qualitative or quantitative changes in enzymes involved in the detoxification process. The latter process typically occurs in 3 phases. In phase I the insecticide is functionalized with nucleophilic groups (a hydroxyl, carboxyl or amine group) to make it more reactive and water soluble. In phase II, conjugation occurs with endogenous molecules (such as glutathione (GSH) or sugars), further increasing the compound’s polarity. Ultimately, in phase III, the phase II conjugated product is excreted by cellular transporters. Cytochrome P450 monooxygenases (P450s) and carboxyl/choline esterases (CCEs) are well-known examples of enzymes that are responsible for phase I reactions while glutathione-S-transferases (GSTs) and UDP-glycosyltransferases (UGTs) are enzymes that typically operate during phase II. Finally, in phase III, metabolites are often transported out of the cell by ATP-binding cassette (ABC) transporters and solute carrier proteins, of which a major class are proteins of the Major Facilitator Superfamily (MFS)^3,4^.

Insecticide synergists are defined as “compounds that greatly enhance the toxicity of an insecticide, although they are usually practically nontoxic on their own”^5^. They can either act as a surrogate substrate or an inhibitor of detoxification enzymes and transporters and, as such, are a powerful tool to investigate insecticide resistance mechanisms. Synergists are also of commercial interest as combining them with insecticides increases efficacy and aids in keeping pesticide use to a minimum^6–8^. As a result of the fast and widespread development of resistance, coupled with the slowdown in the number of registrations of new pesticides and a new trend towards “greener” and more “sustainable” pest management^9^, a renewed interest has arisen in the identification and development of plant-based synergists^10–12^. However, as of yet relatively few of these new synergists have made the transition from the laboratory to the field or greenhouse.

The most well-known and commonly used commercial insecticide synergist is the methylene dioxyphenyl compound piperonyl butoxide (PBO), an inhibitor of P450s. PBO has been commercially used since 1940, mainly in combination with pyrethroid insecticides. Its lack of specificity in P450 inhibition has contributed to its success as a synergist^13^. The inhibition mechanism of PBO consists of two phases, starting with the binding of PBO to the active site of the P450, followed by the formation of a quasi-irreversible inhibitor complex between the electrophilic carbene moiety of PBO and the ferrous iron of the P450. This results in a decreased metabolic activity of the P450 enzyme^7,14,15^. Synergists such as the defoliant S,S,S-tributyl phosphorotrithioate (also known as tribufos, DEF or TBPT), the fungicide iprobenfos (IBP) and triphenyl phosphate (TPP) are well-known carboxyl esterase inhibitors^16,17^. These organophosphorus compounds (OPs) behave like the natural substrate of esterases and enter the active site where they covalently bind to the serine –OH group. Subsequently, the OP is split, with the enzyme being non–reversibly phosphorylated, and regeneration of the free enzyme by hydrolyzation not possible^18,19^. An additional major synergist is the carbonyl compound diethyl maleate (DEM) that is known to conjugate reduced glutathione (GSH), thereby depleting cells of this tripeptide. As a consequence, it reduces the ability of GSTs to utilize GSH for conjugation with insecticides or with the oxidative stress products they induce^20–22^. Finally, verapamil and cyclosporin A are well-known first generation modulators (competitive inhibitors) of vertebrate P-glycoproteins (ABC transporters of the B subfamily)^23–25^. Human P-glycoproteins are well-known for their role in protecting tissues from toxic xenobiotics and endogenous metabolites^26^ and in the last decade their counterparts in arthropods have also been linked to insecticide transport and/or resistance^27,28^. For example, pretreatment with verapamil has been shown to markedly enhance the toxicity of DDT or abamectin in *Drosophila* ^29,30^.

Synergists, however, do not always act as intended or expected. A frequently reported unanticipated effect is an altered cuticular penetration of the insecticide after pretreatment with a synergist^31–34^. In some cases, synergists might also inhibit non-target enzyme systems. PBO has been reported to act as an inhibitor of esterases in *Helicoverpa armigera*, *Frankliniella occidentalis* and *Bemisia tabaci* ^35–37^ and as an inhibitor of mammalian UGTs^38^, while DEF was shown to act, albeit to a much lower extent compared to PBO, as an inhibitor of P450s in *Blatella germanica* ^34^. These studies suggest that in some cases caution should be applied in interpreting results of synergist application as they are not entirely specific to a single detoxification enzyme class^37,39,40^. However, inhibition of these non-target enzyme systems typically occur in a non-specific way at high synergist concentrations^41,42^, and results can be cross-checked. For example, confirmation of P450 rather than esterase inhibition by PBO is straightforward and can be done with another class of P450 inhibitors^13^.

Insects and mites are known to display a massive and rapid reprogramming of gene expression in response to xenobiotic exposure^43–45^. While synergist compounds are mostly used at concentrations that cause no or very low mortality, they are nonetheless used at high enough concentrations to cause maximal inhibition of the targeted detoxification enzymes^46^. Hence, one might expect that synergists also induce gene expression changes on their own^6^. Little is known, however, regarding the genome-wide transcriptional changes in arthropods exposed to synergists. Using a full genome and a custom “detox” microarray it was found that a subset of P450s and GSTs, and to a lesser extent UGTs, were induced in *Drosophila melanogaster* upon exposure to PBO^47^, while, using Illumina RNA sequencing, a P450 was shown to be upregulated in the whitefly *B. tabaci* upon exposure to PBO + cypermethrin as compared to cypermethrin alone^48^. However, genome-wide transcriptional changes upon exposure to synergist compounds other than PBO have not been investigated in any herbivorous arthropod pest.

The two-spotted spider mite, *Tetranychus urticae* (Arthropoda: Chelicerata: Acari: Tetranychidae), is a highly polyphagous agricultural pest that is able to colonize more than 1100 plant species^49^. Further, among arthropods *T. urticae* is also considered to be the ‘‘pesticide resistance champion” based on the total number of different pesticides to which populations have become resistant^50,51^. Synergists such as PBO, DEF and DEM have been frequently used for the identification of metabolic resistance pathways in *T. urticae* ^52–61^, and a high quality Sanger genome assembly is available for this mite species^62^. *T. urticae* is therefore an ideal arthropod herbivore to study the impact of synergists at the transcriptional level. In this study, we used Illumina HiSeq 2500 technology to generate deep paired-end, strand-specific RNA-seq reads from adult *T. urticae* females that were exposed for 24 hours to either DEF, DEM, PBO, CsA or formulation only. Subsequent differential expression (DE) analyses allowed us to identify genes for which expression was significantly altered upon exposure to synergists. A selection of differentially expressed genes was validated by qPCR and for each comparison (synergist compared to formulation) a Gene Ontology (GO) analysis was performed to shed light on the types of genes and pathways that respond to synergist exposure (DEGs).

## Results

### Synergist bioassays and RNA-seq

Adult female mites of the JP-R strain were either not sprayed (CON) or sprayed with PBO (1000 ppm), DEF (500 ppm), DEM (2000 ppm), CsA (50ppm) or formulation (FORM; N,N-dimethylformamide and emulsifier W (3:1 w/w) diluted in deionized water 100-fold) and collected after 24 hours, a commonly used time point in synergist studies^56,63–65^. Mortality for each treatment was scored, and found to be in line with those of previous reports for that strain^56^. Mites alive at 24 hours were collected for each treatment (PBO, DEF, DEM, CsA) and the controls (CON, FORM) and used for RNA extraction and RNA-seq library generation. 

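Gene expression was measured in 24 RNA-seq libraries, 4 biological replicates each for unsprayed mites (CON), mites treated with formulation (FORM) and mites treated with PBO, DEF, DEM or CsA. Each library was made from a pool of adult females of JP-R, a laboratory strain resistant to the acaricides cyenopyrafen and cyflumetofen. PBO inhibits cytochrome P450 monooxygenases and DEF inhibits carboxyl/choline esterases. DEM depletes glutathione, the cosubstrate of glutathione S-transferases, and CsA, a cyclic peptide, inhibits ABC transporters. The spray held 1000 ppm PBO, 500 ppm DEF, 2000 ppm DEM or 50 ppm CsA, and all mites were collected after 24 h. Messenger RNA was selected on its polyA tail and sequenced paired-end and strand-specifically. The authors aligned the reads with STAR 2.5.0a and counted them with HTSeq 0.6.0 on the annotated exons of 19087 genes, keeping the strand. HTSeq leaves out reads that map to more than 1 place by default, so genes with near-identical copies may be undercounted. The deposited values are these raw counts for each library. Their totals ran from 13824851 to 18198286 per library, with a median of 15758427. Within groups they ran from 14759483 to 17929467 for CON (median 16489710), from 14573720 to 17633311 for FORM (median 15961778) and from 15056763 to 16664654 for PBO (median 16372004). For DEF they ran from 13824851 to 16696100 (median 14319357), for DEM from 14962473 to 18198286 (median 17063201) and for CsA from 14432480 to 15953098 (median 15106466). The 12736 genes with enough reads were normalized by TMM and tested with edgeR's quasi-likelihood test in a single fit of all libraries, so that the 6 groups shared an estimate of the spread. Genes were called at the paper's thresholds, an absolute FC of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05. The FC was not shrunken, so genes with few counts can reach a large FC. Levels are CPM (counts scaled to library size) after TMM normalization, as mean ± SD over 4 libraries. Every pair of libraries of a condition differed by more than the sampling noise (chi-square per degree of freedom from 3.47 to 54.1), so none was taken for a second copy of another.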

Illumina sequencing generated ~82–92 million strand-specific paired end reads per sample. Alignment of RNA-seq reads against the *T. urticae* annotation resulted in an overall mapping rate of uniquely mapped reads of 83.01 ± 0.19 SE% across samples (Supplementary Table S1).

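Table S1 of the paper lists 18929616 to 24564706 input reads per library, and 82127152 (DEF) to 91818544 (DEM) for the 4 libraries of a condition together. The mean share of uniquely mapped reads over its 24 libraries was 83.1% (SE 0.194). By condition the share was highest in unsprayed mites, at 84.1% ± 0.271 (SD, n = 4), and lowest with DEF, at 82.0% ± 0.719 (SD, n = 4). The gene counts held 71.3 to 74.6% of the input reads. Reads mapped to multiple loci made up 4.63% of replicate 3 of CON and 7.53% of replicate 1 of DEM, the lowest and the highest of all libraries. The most abundant gene took 3.58% of the counts in replicate 3 of CON and 7.69% in replicate 1 of DEM, which were again the extremes.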

### Principal Component Analysis (PCA)

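Over the 5000 most variable genes, rlog-transformed as in the paper, PC1 held 37.4% and PC2 25.8% of the variance of the 24 libraries. The mites treated with PBO had the highest scores on PC1, at 10.4 ± 1.23 (SD, n = 4), followed by those treated with DEF at 6.94 ± 2.09 (SD, n = 4). Mites treated with formulation lay at −0.150 ± 0.631 (SD, n = 4) and unsprayed mites at −1.85 ± 1.66 (SD, n = 4). The lowest scores belonged to mites treated with CsA, at −6.54 ± 5.60 (SD, n = 4), and DEM, at −8.84 ± 1.48 (SD, n = 4). With log2 CPM in place of rlog values, PC2 held 16.4% of the variance.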

A PCA revealed that about forty percent (36.8%) of the total variation could be explained by PC1 while PC2 accounted for 25.7% of the variation (Fig. 1). Except for replicate 4 of the CsA treatment, biological replicates clustered by treatment on PC1 relatively well. On the other hand, all replicates of the CsA treatment clustered relatively well on PC2. 

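Replicate 4 of the CsA treatment had a PC1 score of 1.32, while replicates 1 to 3 had scores of −11.2, −9.78 and −6.50. For the 38 genes that fell with PBO and rose with DEM, its mean log2 CPM of 3.27 lay below every FORM library (3.58 to 3.76), while replicates 1 to 3 lay at 4.41 or higher. For 2 transporter genes with large changes all 4 CsA libraries lay on the same side of the FORM libraries. The transporter gene tetur08g06890 (solute carrier family 17) reached 200.3 CPM in replicate 4, against 118, 146 and 135 CPM in replicates 1 to 3 and 20.6 to 23.1 CPM in the FORM libraries. Its neighbour in number, the phosphate transporter-like gene tetur08g06870, lay at 54.7 CPM in replicate 4, within the 49.7 to 59.5 CPM of the CsA libraries, against 210.0 to 244 CPM with formulation.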

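The PC2 scores of the mites treated with CsA ran from 3.51 to 7.67, with a mean of 5.01 ± 1.89 (SD, n = 4). Of the DEM treatment, replicate 1 lay at 12.9 and the other replicates from −2.93 to −1.64. Replicate 3 of the unsprayed mites had the lowest score of all libraries, at −16.3. These libraries at the ends of PC2 were also those with the highest and the lowest share of reads mapped to multiple loci.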

Interestingly, in the PCA the expression data of PBO treatments clustered most closely with those of the DEF treatments, those of the FORM treatments grouped with those of unsprayed mites (CON), and those of the CsA treatments grouped with those of the DEM treatments.

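The centroids of the PBO and DEF treatments lay 4.39 apart on PC1 and PC2, those of DEM and CsA 4.15 and those of CON and FORM 3.99. None of these distances stood out from those of other splits of the same libraries (exact permutation tests over 35 splits, p = 0.171, 0.486 and 0.371). The other 12 pairs lay 10.0 to 19.3 apart, each with p = 0.0286 in the same exact test, the smallest p that 4 libraries against 4 allow (adjusted p = 0.0357 over 15 pairs). On PC1 alone PBO lay 3.51 above DEF (exact permutation test, p = 0.0286, adjusted p = 0.0390). Of the P450 genes in the paper's tables, 18 of 19 were lower with DEM than with PBO and 1 was higher in a direct contrast (edgeR's quasi-likelihood test). Of the 14 UGT genes, 11 were lower with DEM than with PBO. Both lists were drawn from the paper's tables of DEGs, made from the same libraries, so they are not independent evidence of direction. Across the 12736 genes, which are not independent replicates, the log2 FC with DEM and with CsA had a Pearson r of 0.708 and a Spearman rho of 0.753. Both were computed against the same FORM libraries. Unchanged groups simulated against shared controls gave an r of 0.496 and a covariance of 0.0173, against an observed covariance of 0.0644. With the FORM libraries split between the comparisons the median r was 0.421 and the median covariance 0.0500. With PBO and DEM r was −0.136.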

**Figure 1:**
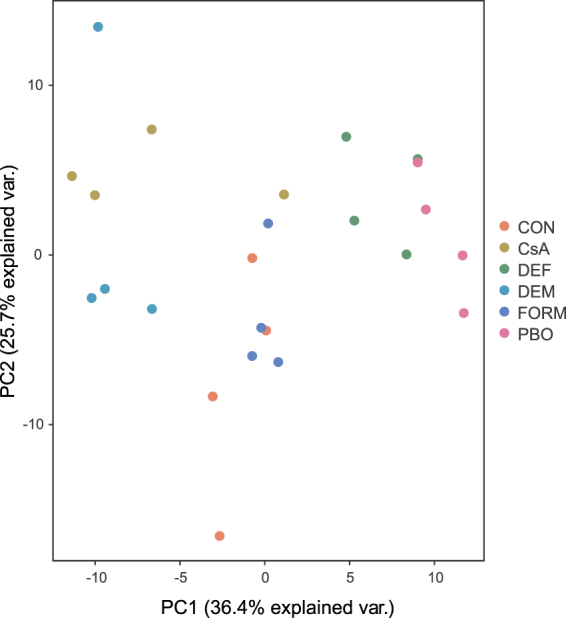
Gene expression relationships among synergist treatments and controls. PCA plot of gene expression levels in untreated adult *T. urticae* females (CON), adult *T. urticae* females sprayed with formulation only (FORM) or adult *T. urticae* females exposed to synergist compounds CsA, DEF, DEM or PBO.

### Differential expression analysis and qPCR validation

We used DESeq2 to perform differential gene expression (DEG) analyses between treatments and controls (fold change (FC) ≥ 1.5 and a Benjamini-Hochberg adjusted p-value < 0.05)^66^. 

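Between mites treated with formulation and unsprayed mites, 3 of 12736 genes were called. The gene tetur08g06370, annotated as a sialin-type anion transporter, rose from 1.98 ± 0.184 CPM in unsprayed mites to 4.33 ± 0.517 CPM in mites treated with formulation (SD, n = 4; log2 FC 1.12, SE 0.164, adjusted p = 0.00493 by edgeR's quasi-likelihood test). The gene tetur13g00990, which codes for an orphan secreted protein, possibly a fibroin, fell from 63.8 ± 12.0 to 34.2 ± 4.50 CPM (log2 FC −0.90, SE 0.158, adjusted p = 0.0427 in the same edgeR test). The third, tetur05g09319, is not named in the paper's tables and had a FC of −1.62. At an unadjusted p under 0.05, 640 genes differed. Without replicate 3 or 4 of CON, or without any FORM library, no gene was called lower, and a test against an FC of 1.5 itself called 0 genes. Without replicate 1 of CON 10 genes were called, and DESeq2 without shrinkage called 7.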

Between mites sprayed with formulation and unsprayed mites, only one gene (*tetur13g00990*, coding for an “orphan secreted protein”) was differentially expressed (FC of 1.53), indicating that the formulation on its own had no significant effect on gene expression. Next, we compared gene expression levels between mites treated with one of the synergists and mites that were treated with formulation only. 

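With PBO, 332 genes were called against mites treated with formulation, of which 129 were upregulated and 203 downregulated. All 6 cuticle protein genes of the paper's tables, structural proteins of the exoskeleton, rose. Their largest FC were 2.84 for tetur01g12840 and 2.78 for tetur09g06230 (adjusted p = 0.0128 and 0.00503, edgeR's quasi-likelihood test). This list was drawn from DEGs of the same libraries, and its test gave an adjusted p = 0.0814 with an estimated correlation between genes. All 6 are in the paper's table for PBO, so their rise with PBO is not independent evidence. Dopa decarboxylase (tetur22g00750), an enzyme of cuticle tanning and dopamine synthesis, rose from 52.0 ± 4.79 to 86.9 ± 5.44 CPM (SD, n = 4). The putative salivary gland peptide genes tetur05g04720 and tetur23g01600 rose with FC of 1.87 and 1.80. Among the downregulated genes, the phosphatidylethanolamine-binding protein gene tetur26g01230 fell from 35.3 ± 1.29 to 18.6 ± 3.32 CPM (adjusted p = 1.02e-04, edgeR's quasi-likelihood test). The homolog of the chemosensory co-receptor IR25A (tetur30g01550) and a fibrillar collagen precursor (tetur28g00630), a protein of the extracellular matrix, fell from 4.06 ± 0.533 to 2.05 ± 0.182 CPM and from 9.83 ± 0.816 to 4.91 ± 0.715 CPM. Leaving out replicate 1 of PBO lowered the number of DEGs to 212. The test against an FC of 1.5 itself called 19 genes, 16 upregulated and 3 downregulated, and DESeq2 with a normal prior called 76 upregulated and 69 downregulated.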

One hundred and sixty-two genes were differentially expressed between mites treated with PBO and mites treated with formulation, of which 77 were downregulated and 85 upregulated (Supplementary Table S2). The top twenty down- and upregulated genes had a FC of −2.11 to −1.74 and 1.86 to 3.33 respectively. 

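The 20 genes that rose most with PBO had FC from 2.74 to 13.4, and the 20 that fell most from −16.5 to −2.83. Both extremes were peptide hormone genes with few reads, whose fitted FC depends on how low counts are treated. The pancreatic hormone-like gene tetur04g09491 had 7 to 15 counts per library with PBO and 0 to 1 with formulation. The neuropeptide F precursor gene tetur26g01200 had 1 to 2 counts with PBO, against 13 to 31 with formulation and 28 to 40 in unsprayed mites. Below these, the cysteine peptidase gene tetur31g00690 rose from 0.502 ± 0.236 to 3.37 ± 0.339 CPM (SD, n = 4; FC 6.62, adjusted p = 4.05e-05, edgeR's quasi-likelihood test).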

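With DEF, 335 genes were called, 184 upregulated and 151 downregulated. Without replicate 1 of FORM these were 124 and 132, without replicate 4 of DEF 125 and 128, and a test against an FC of 1.5 itself called 26 genes, 19 upregulated and 7 downregulated. Genes of the germline and the egg yolk went in opposite directions: of the 6 such genes in the paper's tables 2 rose and 4 fell. Vitellogenin (tetur20g01230), the precursor of yolk protein, rose from 100.3 ± 12.5 to 213 ± 52.0 CPM (SD, n = 4; adjusted p = 6.15e-04, edgeR's quasi-likelihood test), and a vitellogenin fused with superoxide dismutase (tetur07g05480) had a FC of 1.59. The vasa genes tetur10g01960 and tetur10g01980, RNA helicases of the germline, fell with FC of −1.69 and −1.76. A Cutoff-like gene (tetur21g03230) and a homologue of a zygote-specific protein (tetur01g11850) fell with FC of −2.19 and −1.91. The list was drawn from DEGs of the same libraries and was lower as a whole (median log2 FC −0.79), with an adjusted p of 0.00486 with an estimated correlation (limma's camera). All 6 genes are in the paper's table for DEF, so they were chosen on the comparison tested. Neither their calls nor this test is independent evidence. An insulin-like gene (tetur04g08550), the putative ligand of a growth pathway, fell from 2.52 ± 0.171 to 1.21 ± 0.216 CPM. A lipase-like gene (tetur10g00740) rose with a FC of 2.63, and the proprotein convertase gene tetur07g00820, which processes prohormones, had a FC of −1.57.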

For the DEF treatment, 174 genes were differentially expressed, of which 69 were downregulated and 105 were upregulated (Supplementary Table S3). 

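The FC of the 20 genes that rose most with DEF lay between 3.27 and 27.0, and that of the 20 that fell most between −18.9 and −2.23. The ends of the range were again peptide hormone genes with few reads: tetur04g09491 had 12 to 34 counts per library with DEF, and the neuropeptide F precursor gene tetur26g01200 had 0 to 3. With more reads, tetur36g00190, similar to the *Drosophila* gene CG18549, rose from 1.33 ± 0.992 to 12.8 ± 5.32 CPM (SD, n = 4; FC 9.49, adjusted p = 1.29e-04, edgeR's quasi-likelihood test). The sodium channel gene tetur09g00460 of the ENaC/DEG family fell from 2.63 ± 0.571 to 0.815 ± 0.101 CPM.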

The expression level of the 20 most down- and upregulated genes varied from a FC of −2.33 to −1.73 and 1.88 to 3.10, respectively. For the DEM treatment, 78 genes were differentially expressed, with 17 genes being downregulated and 61 upregulated and the expression level of the 20 most down- and upregulated genes varied from a FC of −2.3 to −1.5 and 1.5. to 2.1, respectively (Supplementary Table S4). 

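With DEM, 277 genes were called, 212 upregulated and 65 downregulated. Of the 21 regulators of chromatin and transcription in the paper's tables, 18 were upregulated (19 when adjusted over the list alone). Replicate 4 of DEM lay apart from the other DEM libraries for this list. They were drawn from DEGs of the same libraries, and their test gave an adjusted p = 0.0713 with an estimated correlation. The homolog of the histone acetyltransferase nejire (tetur07g03900) rose from 39.1 ± 3.04 to 78.2 ± 10.4 CPM (SD, n = 4; adjusted p = 0.0143, edgeR's quasi-likelihood test). The homolog of the histone methyltransferase gene of mixed-lineage leukemia (tetur17g01650), a FoxN1/4-like forkhead factor (tetur21g02690) and the homeobox gene cut (tetur29g01500) had FC of 2.50, 2.64 and 1.93. Adenylosuccinate lyase (tetur02g09730), an enzyme of purine synthesis, rose from 5.12 ± 2.36 to 17.9 ± 3.56 CPM. Among the downregulated genes, an apolipoprotein D-like lipocalin (tetur16g03460), a carrier of small lipids, fell from 4.95 ± 1.36 to 1.12 ± 0.231 CPM, and the adenylate cyclase gene tetur30g01490 and regucalcin (tetur04g05790) had FC of −2.48 and −1.67. Over all DEGs FC ran from −31.6 to 28.9. The lowest and highest belonged to the neuropeptide precursor gene tetur10g02190, with 0 to 2 counts per library against 17 to 39 with formulation, and to the pancreatic hormone-like gene tetur04g09491, with 16 to 36 counts. DESeq2 without shrinkage called neither with DEM. Its default filter can leave genes with few reads without an adjusted p, which then count as not called. Whether this was so here was not checked, so the missing calls do not show a lack of change. Single libraries weighed on the number of DEGs, which was 96 without replicate 1 of DEM, 138 without replicate 1 of FORM and 85 without replicate 3 of FORM. The test against an FC of 1.5 itself called 6 genes.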

Finally, for the CsA treatment, 58 genes were differentially expressed. Forty-two of them were downregulated, while 16 were upregulated and the expression level of the 20 most downregulated genes varied from −3.87 to −1.72 (Supplementary Table S5). 

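With CsA, 133 genes were called, 71 upregulated and 62 downregulated. The short-chain dehydrogenase gene tetur06g05080 fell from 436 ± 15.7 to 187 ± 30.1 CPM (SD, n = 4; adjusted p = 2.45e-08, edgeR's quasi-likelihood test). Carbonyl reductase (tetur32g01960) and an aldo-keto reductase of family A (tetur30g00660) had FC of −1.93 and −1.59, while the aldo-keto reductase gene tetur02g11530 (log2 FC −0.56) was not called. Of the 9 short-chain dehydrogenase genes in the paper's tables, 4 fell with CsA (6 when adjusted over the list alone), a list drawn from DEGs of the same libraries. Genes with an immunoglobulin E-set domain went both ways, with a FC of 2.67 for tetur14g01700 and −2.30 for tetur14g02060. The adenylate cyclase gene tetur11g05110, an enzyme that makes the second messenger cAMP, rose with a FC of 3.28 (adjusted p = 1.52e-05, edgeR's quasi-likelihood test). The 20 DEGs that fell most had FC from −5.14 to −2.33. The number of DEGs rested on single libraries: it was 508 (414 upregulated and 94 downregulated) without replicate 4 of CsA, and 66 (19 and 47), 69 (20 and 49) and 88 (23 and 65) without replicates 1, 2 and 3. Without replicates 1, 2 and 3 of FORM it was 73 (22 and 51), 80 (20 and 60) and 67 (19 and 48). The test against an FC of 1.5 itself called 17 genes, 2 upregulated and 15 downregulated.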

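In the counts, CYP392A16 (tetur06g04520), a P450 of the CYP2 clan, rose with PBO from 1132 ± 91.6 to 1903 ± 49.1 CPM (SD, n = 4; log2 FC 0.75, SE 0.107). The intradiol ring-cleavage dioxygenase gene tetur13g04550, of a family that opens aromatic rings, rose with PBO from 293 ± 48.7 to 789.7 ± 82.2 CPM. With DEF the genes tetur11g05010 and tetur11g05020 rose with FC of 3.95 and 5.06 (adjusted p = 4.02e-06 and 2.65e-06, edgeR's quasi-likelihood test). In the last of these FORM replicate 4 lay apart from the other FORM libraries. The homolog of the mitochondrial protein midA (tetur09g06670), needed for the assembly of respiratory complex I, fell with DEF from 1766 ± 206 to 577 ± 122 CPM and with PBO to 706 ± 185 CPM. The immunoglobulin E-set gene tetur01g02650 had a FC of −2.36 with DEF (adjusted p = 0.00779 by edgeR). With CsA the glycoside hydrolase gene tetur06g01700, of enzymes that cleave sugar bonds, fell from 112 ± 6.75 to 45.2 ± 6.16 CPM, and the MFS gene tetur40g00030 fell from 15.4 ± 3.38 to 6.36 ± 1.03 CPM (adjusted p = 1.40e-08 and 0.00293 by edgeR). In the paper's qPCR tetur40g00030 with CsA was the only selected gene whose change was not significant. In the counts this gene rose with PBO and DEF, with log2 FC of 1.10 and 1.08. In tetur01g02650 replicate 4 and in tetur06g01700 replicate 1 of FORM lay apart from the other FORM libraries.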

For a selection of genes, the differential expression analyses based on RNA-seq were consistent with differential expression as validated independently by qPCR (Fig. 2). As shown in Fig. 3, the majority of DEGs were not shared between the different treatments. 

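Over the 4 synergists 820 genes were called at least once, and 599 of them (73.0%) with a single synergist. Each direction was also counted by itself, so that a gene can rise with one synergist and fall with another. Among the genes upregulated with a single synergist, 167 belonged to DEM, 104 to DEF, 55 to PBO and 22 to CsA. Among the downregulated ones 157 belonged to PBO, 102 to DEF, 47 to DEM and 46 to CsA. The lipocalin gene tetur04g06010, for instance, was called with DEF alone. It rose from 3.44 ± 1.44 to 8.85 ± 1.67 CPM (SD, n = 4), and its FC with PBO, DEM and CsA were 1.31, −1.07 and 1.55. DEM and CsA shared 40 upregulated and 11 downregulated genes with no other synergist. The fibroin gene tetur04g08890, of a silk protein family, was among the upregulated ones, and rose from 1.38 ± 0.158 to 3.20 ± 0.779 CPM with DEM and 3.04 ± 1.14 CPM with CsA. In all DEM and CsA shared 54 genes in the same direction, 41 upregulated and 13 downregulated, where independent lists would share 1.18 and 0.316. Without replicate 4 of CsA, 161 genes were upregulated with both. Both comparisons used the same FORM libraries. No gene was shared in simulations of unchanged groups, but such groups hardly yield any calls, so this count is no reference for the 54. With the FORM libraries split 2 and 2 between the comparisons, 4 to 7 genes were shared. Fewer controls in each comparison also make calls rarer, so this drop cannot be laid to the shared control alone. The covariance of the log2 FC was 0.0644, and its median with split FORM libraries was 0.0500. A call with one synergist and not with another is not in itself a difference between them.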

Only one upregulated gene was in common for all treatments (*tetur01g06580*, a sodium dependent glucose transporter), while two upregulated genes (*tetur16g03490* and *tetur11g05520*, coding for an antigen B membrane protein and CYP385C4, respectively) were shared between the PBO, DEF and CsA treatments. In contrast, 60 DEGs (37% and 35% of the total number of DEGs for the PBO and DEF treatment, respectively) were shared between PBO and the DEF treatment and had the same direction of fold change, with 44 genes being upregulated and 16 being downregulated.

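The gene tetur01g06580 was expressed at 7.58 ± 0.663 CPM in mites treated with formulation (SD, n = 4). It rose to 12.7 ± 1.76 CPM with PBO, 20.3 ± 1.64 with DEF, 15.9 ± 2.32 with DEM and 14.0 ± 0.430 with CsA (adjusted p = 1.09e-04, 4.06e-09, 3.38e-06 and 7.65e-06, edgeR's quasi-likelihood test). Replicate 4 of PBO lay apart from the other PBO libraries for this gene. The MFS gene tetur13g03400 and the neuropeptide F precursor gene tetur26g01200 were the 2 genes downregulated with all 4. The latter had 12, 1, 2 and 3 counts in the CsA libraries, and DESeq2 without shrinkage did not call it with DEM or with CsA. The filter of DESeq2 on genes with few reads may account for this, which was not checked. The FC of tetur13g03400 were −1.65, −2.53, −1.93 and −3.36 with PBO, DEF, DEM and CsA. Upregulated with PBO, DEF and CsA but not DEM were 3 genes, CYP385C4 (tetur11g05520), CYP385C3 (tetur11g05540) and the adenylate cyclase gene tetur11g05110. CYP385C4 had FC of 1.77, 1.76 and 2.17. The antigen B membrane protein gene tetur16g03490 had log2 FC of 1.32, 1.22 and 1.22 with PBO, DEF and CsA and did not pass the test (adjusted p = 0.0792, 0.110 and 0.116, edgeR). Replicate 4 of FORM lay apart from the other FORM libraries for it.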

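PBO and DEF shared 117 DEGs in the same direction, 73 upregulated and 44 downregulated, which were 35.2% of the DEGs with PBO and 34.9% of those with DEF. Shared with neither DEM nor CsA were 68 upregulated and 41 downregulated genes. The intradiol ring-cleavage dioxygenase gene tetur28g01250 rose from 9.28 ± 2.19 CPM with formulation to 30.5 ± 8.39 with PBO and 38.5 ± 9.55 with DEF (SD, n = 4). The Apple-like domain gene tetur30g00710 fell from 3.07 ± 0.362 to 1.38 ± 0.230 and 1.46 ± 0.372 CPM. The sodium-dependent glucose transporter gene tetur01g06570 was called with DEF, with a FC of 2.16, and was lower with PBO than with DEF in a direct contrast (log2 FC −0.88, edgeR's quasi-likelihood test). Lists drawn independently would share 1.86 upregulated and 2.41 downregulated genes. In 40 simulations, unchanged groups were compared with simulated FORM libraries that they had in common, and no gene was shared. Such groups hardly yield any calls, so this count is no reference for the 117. With the FORM libraries split between the comparisons, 46 to 60 genes were shared (median 49.5). This split leaves 2 FORM libraries in each comparison, which also makes calls rarer. Across genes, which are not independent replicates, the log2 FC with PBO and DEF had a Pearson r of 0.692 and a Spearman rho of 0.652. The simulated r was 0.4996 and the median r with split FORM libraries 0.431. The covariance was 0.0713, against 0.0175 in the simulation, a difference of 0.0539. Its median with split FORM libraries was 0.0572.

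**Figure D1:**
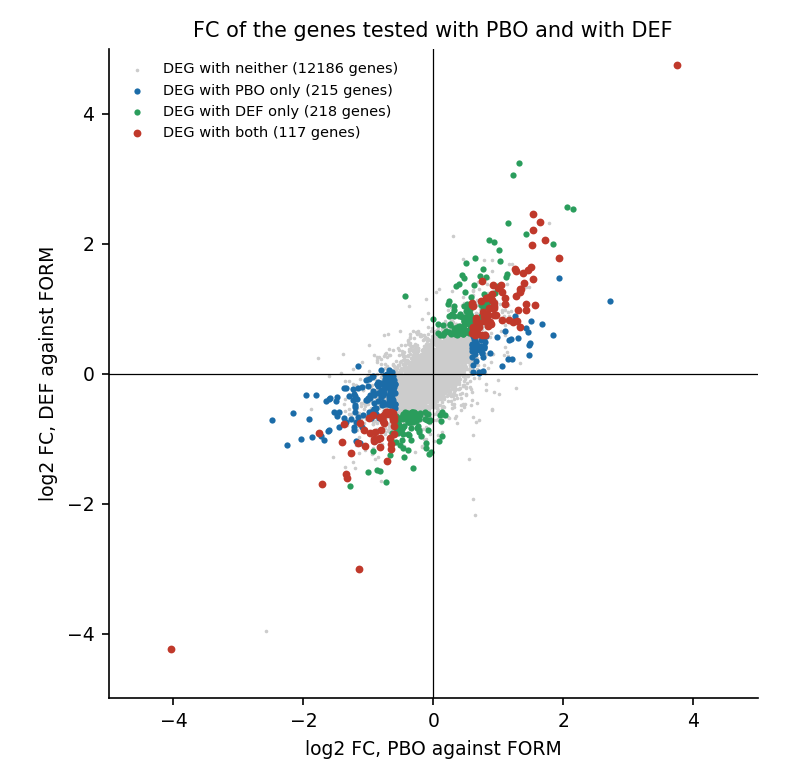
The log2 FC of each of the 12736 genes with DEF (vertical axis) against that with PBO (horizontal axis), both relative to mites treated with formulation, coloured by whether the gene was called with PBO only (215 genes), DEF only (218), both (117) or neither (12186). Genes called with both lie in the upper right and lower left quadrants.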

**Figure 2:**
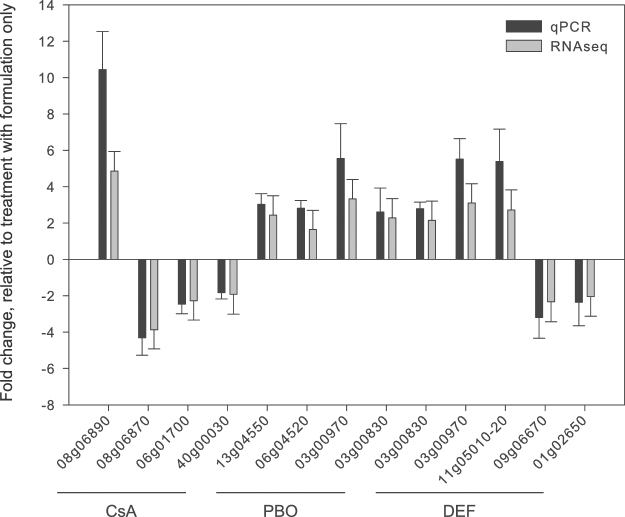
qPCR validation of differentially expressed genes in adult *T. urticae* females after PBO, DEF or CsA treatment. Eight up- and five downregulated genes as assessed by differential gene expression (DESeq2) analysis of RNA-seq data were selected for qPCR analysis. Error bars represent the standard error of the calculated mean. Except for *tetur40g00030* (CsA treatment), each gene was significantly differentially expressed (based on an unpaired t-test) compared to the reference condition (FORM). The ‘‘tetur’’ prefix was removed from *T. urticae* gene IDs for figure clarity.

**Figure 3:**
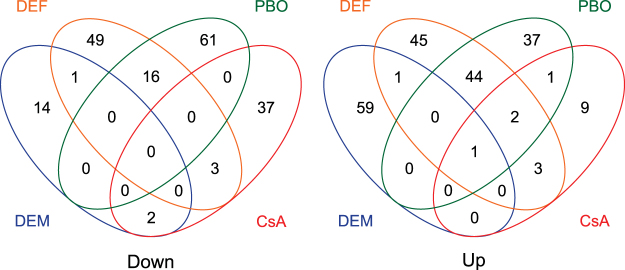
Venn diagrams depicting overlap among differentially expressed genes of adult *T. urticae* females exposed to either PBO, DEF, DEM or CsA compared to adult *T. urticae* females treated with formulation only. Left panel: downregulated genes, right panel: upregulated genes.

### GO enrichment and cluster analysis

We next performed GO enrichment analyses for the various differentially expressed gene sets. For the DEGs of the DEM treatment, no significantly (Benjamini-Hochberg adjusted p-value < 0.05) enriched GO terms were identified, while for the CsA treatment DEGs were significantly enriched in the GO terms “transmembrane transport” (GO:0055085) and “integral component of membrane” (GO:0016021) (Table 1). Inspecting the DEGs in more detail revealed that these GO terms were mainly present in genes coding for transporters of the major facilitator superfamily (MFS, InterPro domain IPR020846) (20 out of 58 DEGS, 34.5%), and the majority of these MFS genes (15 out of 20) were downregulated (Supplementary Table S5, Supplementary Table S6, Fig. 4). 

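All 20 MFS genes of Table S6 were tested, and with CsA 15 were downregulated, 3 were upregulated and 2 did not pass (15 and 5 when adjusted over the list alone). The study chose this list on the CsA libraries, so its direction is not independent evidence. Replicate 2 of FORM lay apart from the other FORM libraries for the list. The transporter gene tetur08g06890 (solute carrier family 17) rose with a log2 FC of 2.77 (SE 0.140, adjusted p = 7.61e-12, edgeR's quasi-likelihood test). Nearby in number, tetur08g06870 fell with a log2 FC of −2.08 (SE 0.113), and the sialin genes tetur08g06360 and tetur08g06340, of a family of organic anion transporters, with log2 FC of −2.08 and −1.45. Of the genes nearby that are not in Table S6, the sialin gene tetur08g06370 and tetur08g06400 fell with log2 FC of −2.12 and −2.36, while the sialin gene tetur08g06330 had a log2 FC of 0.10 and did not pass (adjusted p = 0.767, edgeR). The vesicular glutamate transporter-like gene tetur05g04460 fell from 30.1 ± 8.69 to 12.9 ± 1.79 CPM (SD, n = 4). With PBO 3 of the 20 genes rose and 1 fell, with DEF 4 rose and 1 fell, and with DEM 1 rose and 2 fell. The list was lower with CsA than other genes by limma's camera (adjusted p = 1.58e-20 over 72 list tests, and adjusted p = 0.00175 with an estimated correlation). The test against an FC of 1.5 itself called 4 of them downregulated.

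**Figure D2:**
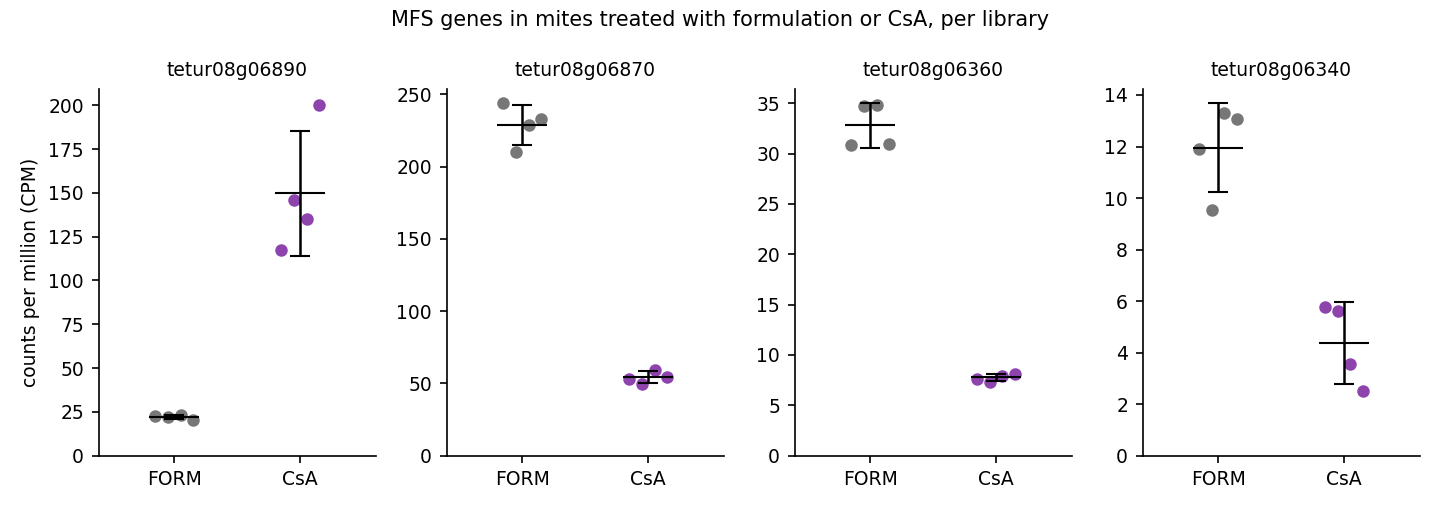
CPM (vertical axis) of 4 MFS genes in each FORM and CsA library (points), with mean and SD as black bars. In tetur08g06890 all CsA libraries lie above the FORM libraries, and in tetur08g06360 they lie below them, at 7.37 to 8.14 against 30.8 to 34.8 CPM.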

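By the family of the best hit in the Transporter Classification database that Table S6 gives, the 10 genes of the anion:cation symporters, which carry organic anions and phosphate, had a median log2 FC of −0.83 with CsA. Of these 7 were downregulated, 1 was upregulated and 2 did not pass. The 2 that did not pass were tetur01g08670 and tetur05g05720, with log2 FC of 0.80 and 0.77 (adjusted p = 0.0674 and 0.156, edgeR's quasi-likelihood test). All 4 genes of the proton-coupled folate and heme carriers were downregulated, with tetur04g02440 falling from 92.0 ± 7.05 to 41.4 ± 6.10 CPM (SD, n = 4). The only oxalate:formate antiporter, tetur04g01990, fell with a FC of −1.98.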

Based on their best BLASTp hit in the Transporter Classification database^67^, these MFS genes belong to either the Oxalate:Formate Antiporter Family (1/20), Proton Coupled Folate Transporter/Heme Carrier Protein Family (4/20), Fucose H + Symporter (5/20) or the Anion/Cation Symporter (10/20) MFS subfamily. 

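With CsA, 3 of the 19 P450 genes of the paper's tables rose and none fell (5 and none when adjusted over the list alone), and 2 of the 14 UGT genes fell. CYP385C3 (tetur11g05540) rose with a FC of 2.06 and the gene CYP385C3v2 (tetur46g00170), which bears the same name, with 1.98, and reads may be split between them. UGT63 (tetur22g00360), of the enzymes that attach sugars to lipophilic compounds, fell from 4.99 ± 1.01 to 1.43 ± 0.0924 CPM (SD, n = 4; adjusted p = 1.74e-06, edgeR's quasi-likelihood test), and UGT65 (tetur22g00420) had a FC of −2.49. The Apple-like domain gene tetur01g15010 rose from 1.99 ± 0.621 to 4.92 ± 1.92 CPM. Another Apple-like gene, tetur25g02030, had a FC of 1.78 and did not pass (adjusted p = 0.0977, edgeR).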

The GO:0016021 term was also associated with genes coding for P450s (3 DEGs), UGTs (2 DEGs), cation-proton exchanger proteins (InterPro domain IPR018422, 2 DEGs) and a protein with an Apple-like domain (tetur25g02030, InterPro domain IPR003609). 

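The 3 class C ABC transporter genes of the paper's tables, of a class that includes exporters of conjugated xenobiotics, had FC of 1.34 (tetur14g02300), 1.45 (tetur14g02320) and −1.48 (tetur28g01950) with CsA. By edgeR's quasi-likelihood test 0 of them were called with CsA. All had an unadjusted p under 0.05, 2 higher and 1 lower, and DESeq2 and limma-voom called 0. For tetur14g02320 and tetur28g01950 the adjusted p was 0.0370 and 0.0413 (edgeR), so these missed the FC threshold alone. All 3 genes are in the paper's table for DEF and none is in that for CsA. Further ABC transporter genes were not analysed as a group, so these values do not test the absence of ABC genes that the paper reports.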

Interestingly, genes coding for ABC transporters, which are known to be inhibited by CsA^68^, were not found among the DEGs of the CsA treatment.

**Table 1:** GO enrichment analysis of differentially expressed genes (absolute fold change ≥1.5 and Benjamini-Hochberg adjusted p-value < 0.05) in adult *T. urticae* females of the JP-R strain exposed to either PBO, DEF or CsA compared to adult *T. urticae* females treated with formulation only.

Treatment	GO Category	Description	adjusted p-value	Subontology*
CsA	GO:0055085	transmembrane transport	0	BP
CsA	GO:0016021	integral component of membrane	6.72^E^-05	CC
PBO	GO:0016705	oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen	2.68^E^-09	MF
PBO	GO:0020037	heme binding	3.05^E^-08	MF
PBO	GO:0004497	monooxygenase activity	3.05^E^-08	MF
PBO	GO:0005506	iron ion binding	3.08^E^-08	MF
PBO	GO:0055114	oxidation-reduction process	1.28^E^-05	BP
PBO	GO:0016999	antibiotic metabolic process	8.83^E^-04	BP
PBO	GO:0016758	transferase activity, transferring hexosyl groups	2.21^E^-02	MF
DEF	GO:0016758	transferase activity, transferring hexosyl groups	2.86^E^-05	MF
DEF	GO:0016999	antibiotic metabolic process	4.00^E^-05	BP
DEF	GO:0005506	iron ion binding	1.45^E^-04	MF
DEF	GO:0055114	oxidation-reduction process	3.43^E^-04	BP
DEF	GO:0020037	heme binding	4.93^E^-04	MF
DEF	GO:0016705	oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen	5.10^E^-04	MF
DEF	GO:0004497	monooxygenase activity	7.96^E^-04	MF
DEF	GO:0005179	hormone activity	1.18^E^-03	MF
DEF	GO:0016021	integral component of membrane	1.66^E^-03	CC

*BP, Biological Process; MF, Molecular Function; CC, Cellular Component.

**Figure 4:**
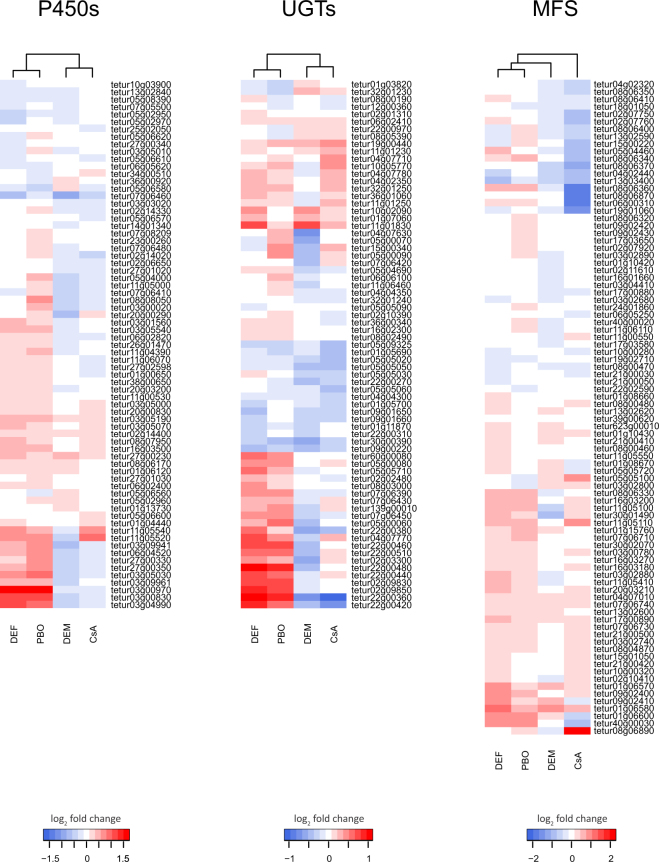
Expression heatmaps of genes coding for P450s, UGTs or MFS members in adult *T. urticae* females exposed to either DEF, PBO, DEM or CsA. The log_2_ transformed fold changes are relative to adult *T. urticae* females treated with formulation only and were clustered using a Euclidean distance metric and Ward’s method. *T. urticae* gene IDs are shown on the right.

DEGs of both the PBO and DEF treatment were significantly enriched in the GO terms “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen” (GO:0016705), “heme binding” (GO:0020037), “monooxygenase activity” (GO:0004497), “iron ion binding” (GO:0005506), “oxidation-reduction process” (GO:0055114), “antibiotic metabolic process” (GO:0016999) and “transferase activity, transferring hexosyl groups” (GO:0016758). The first five GO terms were mainly present in genes coding for P450s (14 and 11 DEGs for the PBO and DEF treatments, respectively) while the latter two terms were found in UGTs (7 and 12 DEGs for the PBO and DEF treatments, respectively). Interestingly, almost all P450 and UGT genes (13/14 P450s and 7/7 UGTs (PBO treatment) and 10/11 P450s and 12/12 UGTs (DEF treatment)) were upregulated for both the PBO and DEF treatment. 

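Of the 19 P450 genes in the paper's tables, 13 rose with PBO and none fell, and 10 rose with DEF and 1, CYP392A3 (tetur07g06460), fell with a FC of −2.21. Adjusted over the list alone, 14 rose and 1 fell with PBO and 11 rose and 1 fell with DEF. Of the 14 UGT genes 8 rose with PBO and 12 with DEF, and none fell. The largest rises among the UGTs were those of UGT68 (tetur22g00480), with FC of 2.43 and 3.00 (adjusted p = 8.43e-05 and 1.73e-06, edgeR's quasi-likelihood test), and UGT63, with 2.06 and 2.57. UGT52 (tetur11g01830) rose with DEF from 99.6 ± 12.9 to 184 ± 27.8 CPM (SD, n = 4) and was lower with PBO than with DEF in a direct contrast (log2 FC −0.64, adjusted p = 0.0361, edgeR). For UGTs, replicate 1 of FORM lay apart from the other FORM libraries. In mites treated with DEM 6 P450 genes fell and 1 rose, and 7 UGT genes fell and 1 rose. CYP392A3 had a FC of −2.97 with DEM and UGT69 (tetur22g00510) one of −2.20. Both lists were drawn from DEGs of the same libraries. Against all other genes the P450 list was higher by limma's camera (adjusted p = 6.32e-32 with PBO and 2.74e-20 with DEF; with an estimated correlation adjusted p = 0.00156 and 0.00486), and so was the UGT list (3.34e-16 and 1.23e-27; with an estimated correlation adjusted p = 0.00352 and 0.00129). With DEM the UGT list gave an adjusted p = 0.0571 with an estimated correlation. The test against an FC of 1.5 itself called 3 P450 and 1 UGT genes upregulated with PBO and 4 and 2 with DEF.

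**Figure D3:**
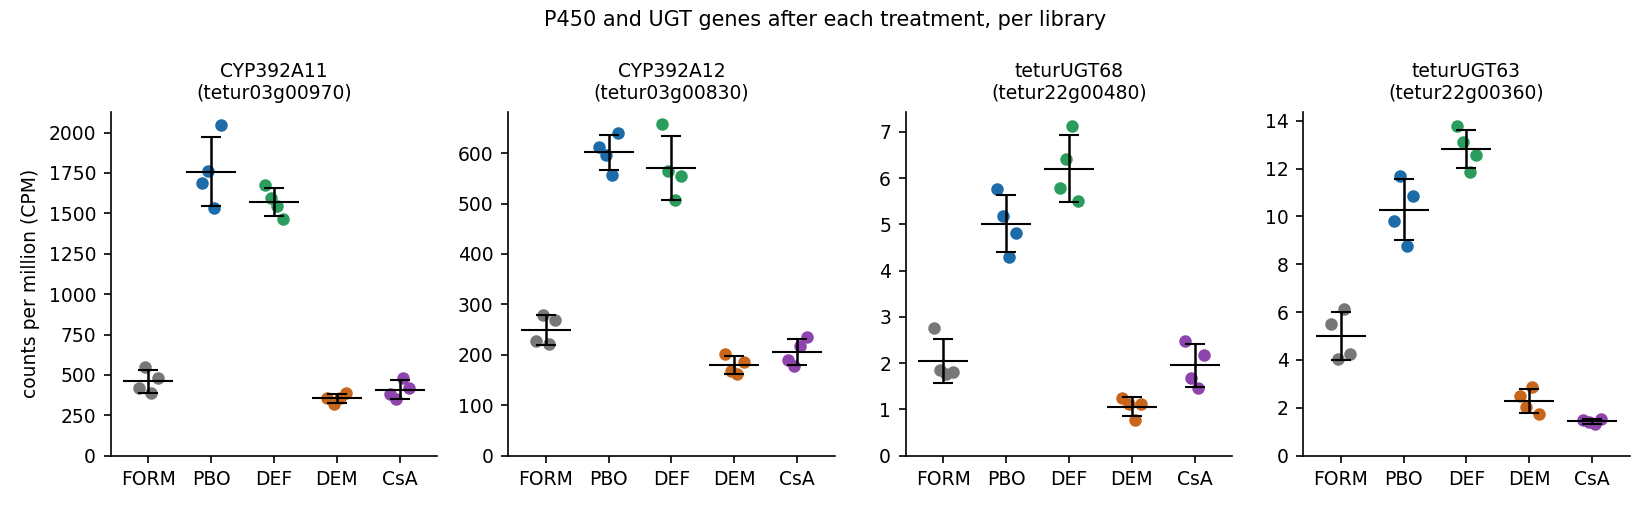
CPM (vertical axis) of CYP392A11, CYP392A12, UGT68 and UGT63 in each library (points) of mites treated with formulation or 1 of the 4 synergists, with mean and SD as black bars. In all 4 genes each PBO and DEF library lies above each FORM library.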

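Among the 10 P450 genes of the tables with a CYP392 name, 8 rose with PBO and none fell, 5 rose and 1 fell with DEF, and 3 fell with DEM. They made up 8 of the 13 P450 genes that rose with PBO and 5 of the 10 with DEF. The paper counts more CYP392 genes for both, and with PBO more than the 10 genes that bear this name in its tables. CYP392 is a family of the CYP2 clan expanded in spider mites. CYP392D2 (tetur03g04990) rose with PBO from 303 ± 36.6 to 650.1 ± 70.0 CPM (SD, n = 4) and had a log2 FC of 1.16 with DEF and −0.60 with DEM. CYP392E8 (tetur27g00350) and CYP392E6 (tetur27g00330) had FC of 1.72 and 1.65 with PBO (adjusted p = 8.40e-06 and 5.81e-05, edgeR's quasi-likelihood test). With DEF they had FC of 1.32 and 1.28, which are below the threshold of 1.5. CYP392B3 (tetur20g00290) fell with DEM from 35.0 ± 5.21 to 20.6 ± 2.15 CPM.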

The majority of the upregulated P450 genes (12/13 and 8/10 for the PBO and DEF treatments, respectively) belonged to the CYP392 family within the CYP2 clan for which several members were shown previously to respond strongly to acaricide selection and feeding on different hosts^44^. GO:0055114 was also found in genes coding for short chain dehydrogenases (4 and 3 DEGs for the PBO and DEF treatments, respectively) and intradiol ring-cleavage dioxygenases (2 and 4 DEGs for the PBO and DEF treatments, respectively) while for the DEF treatment this term was also present in genes coding for a superoxide dismutase (*tetur02g11180*), a fatty acid synthase (*tetur04g02370*) and a glucose dehydrogenase (*tetur03g09330*). In addition, DEGs of the DEF treatment were also significantly enriched in the GO terms “hormone activity” (GO:0005179) and “integral component of membrane” (GO:0016021). 

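Of the 9 short-chain dehydrogenase genes in the paper's tables, which oxidize or reduce alcohols and ketones, 5 rose with PBO, and 2 rose and 1 fell with DEF. The largest rise with PBO was that of tetur06g04970, from 24.6 ± 7.93 to 88.5 ± 24.0 CPM (SD, n = 4; adjusted p = 3.42e-04, edgeR's quasi-likelihood test), and this gene was higher with PBO than with DEF in a direct contrast (log2 FC 1.25). The gene tetur28g01140 rose with both, with FC of 2.90 and 2.74, and tetur06g05110 fell with DEF (FC −1.62). The list was drawn from DEGs of these libraries and gave an adjusted p = 0.0507 with an estimated correlation for PBO. Of the 4 intradiol ring-cleavage dioxygenase genes 2 rose with PBO, and 2 rose and 1 fell with DEF (3 and 1 when adjusted over the list alone). The one that fell was tetur12g04671 (FC −1.85), and tetur20g01790 had a FC of 1.66 and did not pass (adjusted p = 0.0777, edgeR), although it was called with the replicate number as a block, in a fit of the DEF and FORM libraries only, without replicate 4 of FORM and by DESeq2 without shrinkage. The Cu/Zn superoxide dismutase gene tetur02g11180, which removes superoxide, fell with DEF from 274 ± 10.6 to 179 ± 13.4 CPM. Glucose dehydrogenase (tetur03g09330) fell from 172 ± 11.2 to 107 ± 8.99 CPM and fatty acid synthase (tetur04g02370) rose from 5.56 ± 0.638 to 10.9 ± 1.57 CPM (adjusted p = 4.02e-06 and 6.45e-06, edgeR).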

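With DEF, 4 of the 5 neuropeptide genes in the paper's tables fell and 1 rose. The precursor genes tetur10g02210 and tetur03g08630 fell from 82.2 ± 6.66 to 50.1 ± 3.99 CPM and from 61.0 ± 3.91 to 37.2 ± 5.09 CPM (SD, n = 4; adjusted p = 4.16e-06 and 1.22e-05, edgeR's quasi-likelihood test). The precursor gene tetur10g02190 had 0 to 5 counts per library with DEF, 11 to 14 with PBO and 5 to 15 with CsA. The list, drawn from DEGs of these libraries, gave an adjusted p = 0.00331 with an estimated correlation (limma's camera). All 5 genes are in the paper's table for DEF, so neither their calls with DEF nor this test is independent evidence. The list had 1 gene up and 2 down with PBO and with DEM, and 1 down with CsA. DESeq2 without shrinkage called 0 with DEM and with CsA, where its filter on genes with few reads may play a part. At an unadjusted p under 0.05 (edgeR), 1 was higher and 3 were lower with each. Of the innexin genes, which code for gap junction proteins, tetur08g07510 fell from 80.0 ± 6.76 to 48.0 ± 1.98 CPM with DEF and tetur35g00650 rose with a FC of 1.91. The DUF3421 gene tetur09g00540 rose with a FC of 3.27 (adjusted p = 0.00327, edgeR), while tetur16g01860 had a FC of 2.64 and did not pass (adjusted p = 0.134, edgeR).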

The “hormone activity” term was present in four DEGs coding for neuropeptides (InterPro domain IPR001955 or IPR016179), while “integral component of membrane” was present in more than 45 DEGs, including, amongst others, genes coding for P450s (10 DEGs), MFS proteins (10 DEGs), UGTs (7 DEGs), ABC transporters (3 DEGs), neuropeptides (2 DEGs), innexins (InterPro domain IPR000990, 2 DEGs) and proteins with a DUF3421 domain (InterPro domain IPR024518, 2 DEGs) (Table 1 and Supplementary Tables S2 and S3). A cluster analysis of expression data of P450, UGT and MFS genes complemented the findings of our GO analyses. For both the P450 and UGT gene expression data the PBO and DEF treatment clustered together, while for MFS gene expression data, the CsA treatment fell outside the clade with all other treatments (Fig. 4).

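On the log2 FC of the 19 P450 genes, PBO and DEF lay at a Euclidean distance of 1.43, DEM and CsA at 3.54. On the 14 UGT genes these distances were 1.16 and 2.57. In both families PBO and DEF joined first, and the tree then split PBO and DEF from DEM and CsA. Both lists were drawn from DEGs of the same libraries, so this is not independent evidence. On the 20 MFS genes PBO and DEF lay 1.75 apart, while CsA lay 5.13 from DEM and 6.63 from PBO and stood alone. For these 20 genes this follows from their choice by change with CsA. The paper clustered other lists: P450 and UGT genes from earlier studies, and MFS genes of an earlier study together with those changed with CsA. The trees here therefore do not test those of the paper. The height at which PBO and DEF joined was 0.195 of the tree's height for P450s, 0.167 for UGTs and 0.241 for MFS genes. In direct contrasts 6 P450 and 5 UGT genes were lower with DEM than with CsA (edgeR's quasi-likelihood test), among them CYP385C4 with a log2 FC of −1.68 and CYP385C3 with −1.21. Of the MFS genes 8 were higher and 1, tetur08g06890, was lower with DEM than with CsA (log2 FC −3.02).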

## Discussion

Gene expression changes are a major component of stress responses, and contribute to or complement alterations in metabolism, cell cycle progression, protein homeostasis, cytoskeletal organization, vesicular trafficking and modification of enzymatic activities^69^. Expression changes can be grouped into generic responses shared by many stresses, and stress-specific adaptive responses. In contrast to post-translational effects, which provide immediate responses, regulation of gene expression is essential for the slower, long term acclimation to and recovery from a stress factor^69^. At present, our understanding of gene expression changes in arthropods to synergist exposure is very limited in spite of their importance in insecticide- and acaricide-mediated control. In fact, only two studies have investigated genome-wide transcriptional changes in an insect upon synergist exposure. Willoughby *et al*. and Zimmer *et al*.^47,48^ studied PBO-induced gene expression changes in *D. melanogaster* and *B. tabaci*, respectively. Gene expression changes upon exposure to other synergist compounds have not yet been determined.

In this study, we examined transcriptional responses in a polyphagous arthropod pest, *T. urticae*, upon exposure to the synergist compounds PBO, DEF, DEM and CsA. The strain that was used for our experiments (JP-R, see Material & Methods) was shown to be resistant to the mitochondrial complex II inhibitors cyenopyrafen and cyflumetofen (both compounds are beta-keto nitrile derivatives belonging to IRAC Mode of Action Classification 25 A^ 2,70^), with cyenopyrafen and cyflumetofen toxicity strongly synergized by PBO and DEM, respectively, while DEF moderately synergized cyenopyrafen toxicity^64^. Because acaricides are typically applied 24 h after synergist treatment^53,56,64,65^, transcriptional changes were captured 24 h after exposure. In future, it would be interesting to also capture the transcription levels at those synergist exposure periods that have been used in previous synergism studies with *T. urticae* (1 h and 4 h)^53,55,57–61^. 

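Among DEGs with at least 10 counts in every library compared, FC with PBO ran from −2.65 (tetur01g03590) to 3.82 (CYP392A11, 268 genes). With DEF they ran from −3.20 (the ENaC/DEG channel gene tetur09g00460) to 5.80 (276 genes), and with DEM from −4.37 (the lipocalin gene tetur16g03460) to 3.54 (adenylosuccinate lyase, 223 genes). The widest range was that of CsA, from −4.77 (tetur02g15535) to 6.81 (the transporter gene tetur08g06890, 114 genes). Larger FC came only from genes with fewer counts in some library.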

Finally, the observed fold changes of up- and downregulated *T. urticae* genes (ranging from −3.8 to 3.3 across all synergist treatments) were in line with those observed for *B. tabaci* by Zimmer *et al*.^48^. In contrast, fold changes of PBO induced *Drosophila* genes were considerably higher (ranging from 2 to 32)^47^. However, in our study a 24 h synergist pretreatment was used, while in *Drosophila* expression measurements were taken after 4 hours of synergist exposure, and with the *Drosophila* 16 K full genome array. Briefly, the *Drosophila* 16 K full genome array contained only one 70mer probe per gene^47^, confounding reliable estimation of fold changes^71^, while in our study and that of Zimmer *et al*.^48^ gene-expression levels were captured by Illumina RNA-sequencing.

Stress responses can be induced by a variety of stressors such as extreme temperatures, elevated ion concentrations or toxic substances, all of which usually result in excessive amounts of denatured proteins^72^. The general stress response typically consists of an increased production or activation of antioxidant proteins (e.g. Cu/Zn superoxide dismutase and GSTs) and chaperone proteins (e.g. heat shock proteins)^73,74^, together with an increased mobilization of energy from storage tissues^75^. The latter is associated with the overexpression of numerous genes involved in energy production or in cellular catabolism such as NADH dehydrogenase, ATP synthase, trypsin and lipases^76^. Only one GST gene was significantly upregulated in the PBO and DEF treatment while a gene coding for a superoxide dismutase was downregulated in the DEF treatment. 

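Of the 6 GST genes in the paper's tables 2 rose with PBO and 1 with DEF. The GST of class mu (tetur05g05190), an enzyme that couples glutathione to electrophiles, rose with PBO from 103 ± 5.47 to 175 ± 1.55 CPM (SD, n = 4) and had a FC of 1.03 with DEF. In a direct contrast it was higher with PBO than with DEF (log2 FC 0.71, adjusted p = 0.00466, edgeR's quasi-likelihood test). The superoxide dismutase gene tetur02g11180 fell with DEF with a log2 FC of −0.62 (SE 0.0677, adjusted p = 2.20e-06, edgeR). The list was drawn from DEGs of these libraries, and with DEF its adjusted p was 0.334 with an estimated correlation (limma's camera).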

A GO enrichment analysis did not reveal a GO category that was in common between the different synergist treatments and that was related to the above-mentioned proteins. Even more, only one upregulated gene, coding for a putative sodium-dependent glucose transporter (*tetur01g06580*, member of the MFS-gene family), was in common for all treatments. Hence, we assume that the observed gene expression changes are not general stress responses but rather specific for the synergist compounds to which the mites had been exposed. However, based on PC1 of our principal component analysis gene expression levels of PBO and DEF treatment replicates did cluster together (Fig. 1). 

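The transporter gene tetur01g06580 had log2 FC of 0.75 (SE 0.107) with PBO, 1.42 (SE 0.105) with DEF, 1.07 (SE 0.106) with DEM and 0.89 (SE 0.107) with CsA. Its level was lower with PBO than with DEF in a direct contrast (log2 FC −0.67, edgeR's quasi-likelihood test). Across the 12736 tested genes, which are not independent replicates, the Pearson r between the log2 FC of 2 synergists was 0.159 for DEF and DEM, 0.244 for DEF and CsA and −0.0152 for PBO and CsA. Each lay below the r of 0.4996, 0.490 and 0.497 that simulated unchanged groups with shared FORM libraries gave for these pairs. The covariances were 0.0155, 0.0234 and −0.00145, against simulated ones of 0.0173, 0.0173 and 0.0174. With the FORM libraries split between the comparisons the median r was −0.0117, 0.0558 and −0.154 in the same order. From the lack of a GO category in common that relates to stress proteins, and from the single upregulated gene common to all treatments, the paper assumes that the changes were specific for the compounds rather than general stress responses.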

Even more, about 35% of the *T. urticae* DEGs that were identified for both these treatments were shared and had fold changes in the same direction (Fig. 3). Interestingly, about one third (15/44) of the upregulated shared DEGs coded for members of the P450 and UGT gene families (Fig. 4, Supplementary Table S2). 

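Of the 73 genes upregulated with both PBO and DEF, at least 17 were P450 (9) or UGT (8) genes. Families were known here only for genes in the paper's tables, so this share cannot be set against the paper's. UGT10 (tetur02g09830) and UGT11 (tetur02g09850) were among them, with FC of 1.72 and 1.71 with PBO and 1.75 and 1.85 with DEF. CYP392D6 (tetur03g05030) rose from 152 ± 11.2 CPM with formulation to 281 ± 41.2 with PBO and 258 ± 47.3 with DEF (SD, n = 4). The probable pseudogene CYP392D5p (tetur03g05020) had FC of 2.74 and 3.01 (adjusted p = 6.59e-04 and 1.84e-04, edgeR's quasi-likelihood test), and reads of related CYP392D genes could be split between them.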

For *D. melanogaster*, it has been shown that the transcription factor CncC plays an important role in xenobiotic-inducible gene expression of P450s, GSTs, UGTs and membrane transporters^77^. However, none of the *T. urticae* orthologs of *D. melanogaster CncC* (*tetur07g06850* and *tetur07g04600* ^44^) were differentially expressed after 24 h (Supplementary Tables S2,S3,S4 and S5). In addition, *T. urticae* genes related to the gene coding for *Drosophila* Keap1 (Kelch-associated protein 1), a negative regulator of CncC, and that are downregulated in acaricide resistant and host plant adapted mite lines (OrthoMCL group 10254)^44,45^ were also not found among the DEGs of both the PBO and DEF treatments. However, expression changes of *T. urticae* transcription factors genes^78^ did correlate for these treatments (Supplementary Figure S1), suggesting a common transcriptional regulation. Ten of these transcription factor genes had a fold change of more than 1.25 in both the PBO and DEF treatments and had an opposite direction of fold change compared to the CsA and DEM treatments (Supplementary Table S7) and, hence, might be good candidates to be investigated for their role in xenobiotic resistance regulation in *T. urticae*.

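The CncC orthologs, transcription factors that respond to xenobiotics and oxidative stress, were expressed and tested. For tetur07g06850 FC were 1.16 with PBO, 1.25 with DEF, 1.14 with DEM and 1.01 with CsA. For tetur07g04600 the log2 FC were −0.05, 0.09, 0.27 and 0.11. Neither was called with any synergist, by edgeR's quasi-likelihood test, DESeq2 or limma-voom. At an unadjusted p under 0.05 1 of them was higher with PBO, 1 with DEF, 2 with DEM and 0 with CsA. The adjusted p of tetur07g06850 with DEF was 0.00420 (edgeR), with a FC under the threshold of 1.5.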

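Over the 10 transcription factor genes of Table S7, the median log2 FC was −0.54 with PBO, −0.56 with DEF, 0.21 with DEM and 0.19 with CsA. With PBO 2 of them fell and with DEF 4. Kr-2 (tetur08g05590), the ortholog of the *Drosophila* zinc finger gene Kruppel, fell with PBO from 57.7 ± 2.01 to 36.5 ± 0.728 CPM (SD, n = 4; adjusted p = 4.60e-05, edgeR's quasi-likelihood test). With DEF the gene for a glass-type zinc finger factor (tetur07g01570) and tetur06g03930, with a nucleotide-binding alpha-beta plait domain, had FC of −1.60 and −1.73. With DEM and with CsA edgeR called 0 of the 10, as did DESeq2 and limma-voom, and 4 were higher at an unadjusted p under 0.05 with each. In the direct contrast 9 of the 10 were higher with DEM than with PBO. The study chose these genes by their FC in these libraries, so their direction is not independent evidence. Against other genes the list was lower with PBO and with DEF (adjusted p = 0.00324 for both with an estimated correlation, limma's camera).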

The induction of P450s upon exposure by PBO has been reported by other groups^47,48,79–82^. As hypothesized by Chan *et al*.^81^, it might be a compensation strategy for an enzyme to be upregulated upon contact with an inhibitor in order to minimize the effect of reduced enzyme activity. In general, several studies have shown that xenobiotics are able to induce expression of arthropod P450s^11,44,45,48,77,83–86^. In *Drosophila* for example, about a third of the P450s can be induced following xenobiotic substance feeding or topical application^87^. For *T. urticae* it has been shown that the application of barbital, phenobarbital and geraniol does increase P450 activity in a dose-dependent way and that pretreatment with these inducers resulted in decreased acaricide toxicity^88^. Willoughby *et al*. suggested that the increase of detoxification enzymes by PBO might speed up insecticide tolerance if these detoxification enzymes could metabolize insecticides. Hence, one might question whether induction of *T. urticae* detoxification genes by synergist compounds could lead to a decreased toxicity of acaricides. In this study, *CYP392A11* and *CYP392A12* were both upregulated upon exposure of the JP-R strain by PBO. 

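CYP392A11 (tetur03g00970) rose from 459.6 ± 70.4 CPM with formulation to 1758 ± 213 CPM with PBO (SD, n = 4; log2 FC 1.94, SE 0.114, adjusted p = 5.14e-11, edgeR's quasi-likelihood test) and to 1570.5 ± 87.6 CPM with DEF. CYP392A12 (tetur03g00830) rose from 249 ± 29.7 to 602 ± 34.4 CPM with PBO (log2 FC 1.27, SE 0.120, adjusted p = 1.32e-06 in the same edgeR test) and to 571 ± 63.3 CPM with DEF. With DEM their FC were −1.30 and −1.39, and with CsA −1.12 and −1.21, none of them called. These genes are close relatives, so reads could be shared between them.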

In 2015 it was shown that the upregulation of these genes was associated with cyenopyrafen resistance of the JP-R strain^64^ and that CYP392A11 could metabolize cyenopyrafen^89^. Similarly, only three carboxyl/choline esterases, *TuCCE06* (*tetur01g10800*), *TuCCE07* (*tetur01g010810*) and *TuCCE25* (*tetur04g06670*), were upregulated upon exposure of the JP-R strain by DEF and recently it was shown that TuCCE25 was highly upregulated in the JP-R strain and responded to cyenopyrafen selection^64^. 

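Of the 5 CCE genes in the paper's tables 4 rose with DEF and none fell, and 2 rose with PBO (4 when adjusted over the list alone). CCEs cleave ester bonds. TuCCE06 (tetur01g10800) rose with DEF from 0.633 ± 0.126 to 2.12 ± 0.748 CPM (SD, n = 4; adjusted p = 0.00115, edgeR's quasi-likelihood test). TuCCE07 (tetur01g10810) had FC of 2.10 with DEF and 2.69 with PBO. The CCE gene tetur04g06770 rose with DEF from 9.64 ± 4.91 to 29.1 ± 8.14 CPM, and replicate 4 of FORM lay apart from the other FORM libraries for it. The gene tetur04g06670 had 101 ± 5.47 CPM with formulation and 96.6 ± 6.71 CPM with DEF and did not pass (adjusted p = 0.668, edgeR). A further CCE gene, tetur11g05770, had a FC of 2.36 with DEF, and tetur01g10820 fell with CsA (FC −2.30). The list was drawn from DEGs of these libraries, and with an estimated correlation its adjusted p was 0.0990 with DEF and 0.0736 with PBO.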

In summary, both PBO and DEF seem to induce genes coding for detoxification enzymes that are strongly associated/implicated in cyenopyrafen resistance of the JP-R strain. On the other hand, both PBO and DEF, at the same concentration and exposure period that was used in this study, have previously been shown to synergize cyenopyrafen toxicity^64^. Hence, the direct inhibition of these P450s and CCEs by PBO and DEF, respectively, seems to outweigh the impact of the synergists on their induction. In contrast, in instances where P450s or CCEs may not be involved in acaricide resistance, PBO or DEF induction of genes encoding enzymes that are not inhibited by the synergist compound and that are capable of metabolizing acaricides might interfere and lead to misinterpretation of synergism experiments (for example antagonism instead of synergism).

Both the PBO and DEF treatments resulted in an upregulation of *TuGSTd14* (*tetur29g00220*). 

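TuGSTd14 (tetur29g00220), a delta class GST, rose from 38.3 ± 3.09 CPM with formulation to 94.6 ± 20.5 CPM with PBO and 75.7 ± 8.95 CPM with DEF (SD, n = 4). The log2 FC were 1.30 (SE 0.133) and 0.98 (SE 0.133), with adjusted p = 3.93e-06 and 4.36e-05 by edgeR's quasi-likelihood test. With DEM and CsA it had FC of −1.20 and −1.15 and was not called.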

Of particular note, *TuGSTd14* was also upregulated in multi-resistant *T. urticae* strains^44^ and showed affinity toward abamectin and a competitive type of inhibition^90^. In contrast, the DEM treatment did not result in the overexpression of GSTs. 

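With DEM 0 of the 6 GST genes in the paper's tables were called by edgeR's quasi-likelihood test, DESeq2 or limma-voom. None of the 6 is in the paper's table for DEM, and other GST genes were not analysed as a group. The count therefore does not test the paper's statement on GSTs. At an unadjusted p under 0.05 5 of them were lower and none was higher. The delta class genes tetur01g02500, tetur26g01450 and tetur26g01490 had FC of −1.43, −1.43 and −1.36, and the class mu gene tetur05g05190 one of −1.48, just under the threshold (adjusted p = 0.0118, edgeR). With CsA 4 delta class genes fell. The largest fall was that of tetur01g02480, from 142 ± 6.67 to 58.6 ± 10.3 CPM (SD, n = 4; adjusted p = 9.51e-10, edgeR), and this gene was higher with DEM than with CsA in a direct contrast (log2 FC 1.03). The list, drawn from DEGs of these libraries, was lower with DEM (adjusted p = 0.0220 with an estimated correlation) and with CsA (0.00156) by limma's camera. Of its genes 4 are in the paper's table for CsA, and both comparisons used the same FORM libraries. Neither result is therefore independent evidence.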

Even more, significantly enriched GO terms could not be identified for the DEM treatment. This result was somewhat unanticipated as it is known that depletion of GSH by DEM results in oxidative stress and destabilized proteins *in vitro* ^91^ and that the response to oxidative stress typically consists of highly coordinated changes in gene expression (for example, in human carcinoma cells^92^). In the study by Casey *et al*.^92^, exposure to DEM resulted in GSH depletion below control levels from 1 h to 24 h after DEM treatment. However, although the expression of about 800 genes had a significant change (over two-fold at more than one time point) during this 24 h time course experiment, log_2_ fold changes of almost all genes returned to near zero at the 24 h time point^92^. Previously it was shown that a 24 h treatment with DEM strongly synergized cyflumetofen toxicity in the JP-R strain^64^ and that a GST (TuGSTd05) that was upregulated in this strain could metabolize cyflumetofen. Hence, the 24 h DEM exposure most likely resulted in depleted GSH levels in mites of the JP-R strain but the expression changes that are associated with the onset of depletion may not have been captured in our study.

The Major Facilitator Superfamily (MFS) is, along with ATP-binding cassette (ABC) transporters, one of the largest transporter families present in all living organisms. MFS transporters, as opposed to ABC transporters, use an existing electrochemical gradient instead of ATP to transport substrates (either by symport, uniport or antiport) across membranes^27,93^. Numerous studies have pointed to the importance of ABC transporters in xenobiotic resistance in arthropods^27,28^. In the case of *T. urticae*, several of its 103 ABC transporter genes were differentially expressed in multi-pesticide resistant strains and/or in mites transferred to a more challenging host plant^94^. MFS transporters, however, have been less studied in arthropods and it is only recently that evidence for their role in xenobiotic resistance in arthropods has been reported^44,95^. Consistent with this, 37 *T. urticae* MFS genes (belonging to either OrthoMCL group arthro10032, arthro10082 or arthro10236) were differentially expressed upon long term transfer of mites from bean to tomato^44^.

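The class C ABC transporter genes tetur28g01950, tetur14g02300 and tetur14g02320 rose with DEF. The first of them rose from 20.5 ± 3.05 to 37.3 ± 5.49 CPM (SD, n = 4; adjusted p = 3.21e-04, edgeR's quasi-likelihood test), and the other two had FC of 1.78 and 1.70. With DEM tetur14g02320 rose (FC 1.52). The list was drawn from DEGs of these libraries, and with DEF its adjusted p was 0.00597 with an estimated correlation (limma's camera). All 3 genes are in the paper's table for DEF, so neither their calls with DEF nor this test is independent evidence. Further ABC transporter genes were not analysed as a group.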

None of the 103 ABC *T. urticae* transporter genes were differentially expressed upon exposure to the ABC transporter modulator CsA. In contrast, about one third of the DEGS of the CsA treatment coded for MFS transporters, including five sugar transporters. 

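The 5 genes of the fucose:H+ symporter family in Table S6, which take up sugars, went both ways with CsA: 2 rose and 3 fell (median log2 FC −0.81). The transporter gene tetur05g05100 rose from 2.19 ± 0.405 to 5.45 ± 0.904 CPM (SD, n = 4; adjusted p = 3.60e-04, edgeR's quasi-likelihood test). The genes tetur15g00220 and tetur13g02590 fell with FC of −1.94 and −1.76. The latter was higher with PBO than with DEF in a direct contrast (log2 FC 0.72).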

The differential expression of these sugar transporters might be caused by interference of cyclosporine in glucose metabolism^96,97^. On the other hand, the majority of the remaining differentially expressed MFS genes showed similarity with members of the anion/cation superfamily that can transport a variety of substrates^98^. Finally, it should be mentioned that CsA inhibition of ABC transporters is not well characterized in arthropods compared to vertebrates^27^, and the transcriptional changes that were observed might not reflect those that are caused by the inhibition of ABC transporters but rather by inhibition of another target like calcineurin (the *T. urticae* subunits of this target are tetur04g07540, tetur04g07560 and tetur03g06410 as assessed by a blastp search, E-values between E-86 and 0 with human calcineurin subunits as queries), as occurs in the vertebrate immune system^99^.

To conclude, transcriptional changes in arthropod pests exposed to synergist compounds have only been marginally studied. In this work, we exposed a polyphagous arthropod pest, *T. urticae*, for 24 hours to four different synergist compounds - PBO, DEF, DEM and CsA - and measured genome-wide gene expression changes. The CsA treatment resulted primarily in the downregulation of *T. urticae* MFS genes, while *T. urticae* DEGs of the DEM treatment were not significantly enriched for a GO term. Exposure to PBO and DEF resulted in a broad transcriptional response and about one third of the DEGs, including cytochrome P450 monooxygenases and UDP-glycosyltransferases, were shared between both treatments, suggesting modulation of a common transcriptional program. Moreover, both DEF and PBO induced genes that are strongly implicated in acaricide resistance of the strain used in this study. Based on previous synergism toxicity studies, however, the induction of these detoxification genes seems not to interfere with the outcome of synergism assays, although the effects of induction might be relatively more important when resistance is not synergized.

## Methods

### Mite strains and chemicals

The JP-R strain has previously been described by Khalighi *et al*.^64^. Briefly, this strain is resistant to both cyenopyrafen (LC_50_ of 291 mg L^−1^) and cyflumetofen (LC_50_ of 146 mg L^−1^). In addition, cyenopyrafen toxicity in the JP-R strain is synergized by PBO and DEF, while DEM synergizes cyflumetofen toxicity^64^. The JP-R strain was maintained on potted bean plants, *Phaseolus vulgaris* L. var. Prelude, sprayed with 200 mg a.i. cyenopyrafen L^−1^ (STARMITE, 30% SC) until run-off. For the week prior to collection of RNA, the strain was maintained on bean plants without cyenopyrafen selection pressure. The synergists DEF (97% purity), DEM (97% purity) and PBO (90% purity) were of analytical grade and purchased from Sigma-Aldrich (Belgium). CsA had a purity of more than 98% and was purchased from Enzo Life Sciences (Belgium).

### Synergist bioassays

The synergist bioassays were performed as described earlier by Van Pottelberge *et al*. 2009. Briefly, synergists were dissolved in a mixture of N,N-dimethylformamide and emulsifier W (alkylarylpolyglycolether), 3:1 w/w, respectively, and subsequently diluted with deionized water 100-fold. The concentrations used for PBO (1000 ppm), DEF (500 ppm) and DEM (2000 ppm) were identical to those in Khalighi *et al*. and Van Pottelberge *et al*.^53,56^ and are known to cause between 5 and 10% mortality. Based on preliminary experiments a concentration of 50 ppm CsA was used, resulting in maximum 5 to 10% mortality. About 30 3–5 day old adult females were transferred to the upper (adaxial) side of a 9 cm^2^ square-cut kidney bean leaf discs placed on wet cotton wool. Leaf discs were sprayed at 1 bar pressure in a Cornelis spray tower with 650 µl spray fluid (1.56 ± 0.04 mg fluid deposit cm^−2^) containing one of the synergists (DEF, DEM, PBO, CsA) or formulation (FORM; N,N-dimethylformamide and emulsifier W (3:1 w/w) diluted in deionized water 100-fold) only. Unsprayed mites (CON) served as an additional control. About 600 mites (20 leaf disks with mites) were used for each treatment (DEF, DEM, PBO or CsA) and for the controls (FORM, CON). Next, leaf disks were placed in a climatically controlled room at 26 °C, 60% RH with a 16:8 h light:dark photoperiod. After 24 hours, living mites were scored and collected for RNA extraction. Mites were scored as being alive if they could walk normally after being prodded with a camel’s hair brush.

### RNA-seq

Total RNA was extracted from about 100 adult female mites (collected from at least four different leaf disks) using the RNeasy mini kit (Qiagen, Belgium) with four-fold biological replication for each treatment (PBO, DEF, DEM, CsA) and the controls (FORM, CON). The quality and quantity of the total RNA was analyzed by a DeNovix DS-11 spectrophotometer (DeNovix, USA) and by running an aliquot on a 1% agarose gel. From the RNA samples, Illumina libraries were constructed with the TruSeq Stranded mRNA Library Preparation Kit with polyA selection (Illumina, USA), and the resulting libraries were sequenced on an Illumina HiSeq 2500 to generate strand-specific paired reads of 2 × 125 bp (library construction and sequencing was performed at the High-Throughput Genomics Core of the Huntsman Cancer Institute, University of Utah, Utah, USA). Prior to read-mapping, the quality of the reads was verified using FASTQC version 0.11.4^100^ (no reads flagged as poor quality or as containing adapter sequences were used in downstream analyses).

### Expression quantification and principal component analysis (PCA)

All reads were aligned to the *T. urticae* genome^62^ using the two-pass alignment mode of STAR 2.5.0a^101^ with a maximum intron size set to 20 kb. Resulting BAM files were subsequently sorted on read name by using SAMtools 0.1.19^102^. Read counts per gene using the most recent *T. urticae* annotation (version of June 23, 2016) were then obtained using the default settings of HTSeq. 0.6.0^103^ with the “STRANDED” flag set to “yes” and the “feature” flag set to “exon”. A PCA was created as described by Love *et al*.^104^. Briefly, read counts were first normalized using the regularized-logarithm (rlog) transformation implemented in the DESeq2 (version 1.12.2) R-package^105^. A PCA was then performed using the stats (version 3.3.0) and ggplot2 (version 2.2.0) R-packages with the 5000 most variable genes across all RNA-seq samples.

### Differential expression (DE) analysis and gene ontology (GO) enrichment analysis

A differential expression (DE) analysis was performed using DESeq2 (version 1.12.2)^105^ and the read count data obtained by HTSeq (see above). Differentially expressed genes (DEGs, fold change (FC) ≥ 1.5 and Benjamini-Hochberg^106^ adjusted p-value < 0.05) were determined between unsprayed mites (CON), mites treated with DEF, DEM, PBO or CsA and mites treated with formulation (FORM) (five DE comparisons in total: FORM vs. CON, DEF vs. FORM, DEM vs. FORM, PBO vs. FORM and CsA vs. FORM). For the GO enrichment analysis, the complete *T. urticae* proteome (19087 sequences, version of June 23, 2016) was first used as query in a blastp search against the non-redundant protein database in NCBI (version of October 31, 2016) using the following settings “ -outfmt 5 -evalue 1e-5 -word_size 3 -show_gis -num_alignments 20 -max_hsps_per_subject 20”. The resulting blastp output was then loaded into the Blast2GO (version 4.0.7) program^107^ and *T. urticae* proteins were annotated using the default parameters^107^. InterProScan 5 and ANNEX were used to augment the annotation of GO terms. GO terms were condensed using the generic GO Slim subset. For the DESeq2 output of four DE comparisons (DEF vs. FORM, DEM vs. FORM, PBO vs. FORM and CsA vs. FORM), a GO enrichment analysis was performed using the Bioconductor package GOSeq (version 1.24.0)^108^, which explicitly takes into account gene selection bias due to differences in transcript length^109^. The resulting p-values from GOSeq were corrected using the Benjamini-Hochberg method^106^ and only those GO categories with an adjusted p-value of less than 0.05 were considered significantly enriched. Gene expression heatmaps were generated using the relative transcript levels (fold changes) of four DE comparisons (DEF vs. FORM, DEM vs. FORM, PBO vs. FORM and CsA vs. FORM) and the limma (version 3.28.21) and gplots (version 3.0.1) packages in the R environment. Transcription factor, P450 and UGT gene lists were obtained from previous studies^62,78,110^ while the MFS gene list consisted of those from Dermauw *et al*.^44^ and those that were differentially expressed in the CsA treatment (Supplementary Table S6). Genes with no read counts in all four DE comparison were not included in the heatplot. Finally, genes were clustered using a Euclidean distance metric and Ward’s method.

### qPCR

To validate the RNA-seq results, gene specific primers were designed for differentially expressed *T. urticae* genes (8 up- and 5 downregulated genes) using Primer 3 v.4.0.0^111^. The qPCR primers used, including the primers for the genes of interest, as well as those for the two reference genes, ribosomal protein gene RP49 and ubiquitin, can be found in Supplementary Table S8. Total RNA was extracted as described above and cDNA was synthesized with the Maxima First Strand cDNA kit (Fermentas Life Sciences, Aalst, Belgium) and 1.5 µg of total RNA. Three biological and two technical replicates were used and non-template controls were added to exclude sample contamination. The qPCR analysis was performed on a Mx3005 P qPCR thermal cycler (Stratagene, Agilent Technologies, Diegem, Belgium) with Maxima SYBR Green qPCR Master Mix and ROX solution (Fermentas Life Sciences) according to the manufacturer’s instructions. The run conditions were as follows: 95 °C for 10 m followed by 35 cycles of 95 °C for 15 s, 55 °C for 30 s, 72 °C for 30 s. At the end of these cycles, a melting curve was generated (from 65 °C to 95 °C, 1 °C per 2 s) to check the presence of a single amplicon. Fourfold dilution series of pooled cDNA were used to determine the standard curves and amplification efficiencies for every gene-specific primer pair. The efficiencies were incorporated in the calculations of the expression values. Relative expression levels and significant gene expression differences (one-sided unpaired t-test) were calculated with qbase+ version 3.0^112^.

### Image processing

CorelDRAW Home & Student ×7 and SigmaPlot 12.0 software was used for processing of images.

### Data availability

The RNA-seq expression data generated during the current study are available in the Gene-Expression Omnibus (GEO) repository with accession number  GSE98293.

## Electronic supplementary material

Supplementary Information

Table S1–S7

How the deposited data were processed for this re-analysis (not part of the article)

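The material was RNA from pools of adult females of the JP-R strain, collected 24 h after a spray, with 4 biological replicates of unsprayed mites (CON), of mites treated with formulation (FORM) and of mites treated with PBO, DEF, DEM or CsA. By the paper's methods and the submitters' processing notes, the authors checked reads with FastQC 0.11.4, aligned them with STAR 2.5.0a, sorted the alignments with SAMtools 0.1.19 and counted them per gene with HTSeq 0.6.0 on the annotated exons, keeping the strand. The deposited values are the raw counts that the authors made in this way for 19087 genes in each of 24 libraries. No column other than these counts is in the table. All values were whole numbers, no library repeated another, and 1831 genes had no read in any library.

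The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with edgeR's filterByExpr on the 6 groups, which kept 12736 genes, and libraries were scaled by TMM. A quasi-likelihood model with 1 mean per group was fitted to all libraries together. Each synergist was compared with FORM, FORM with CON, and PBO with DEF, DEM with CsA and DEM with PBO directly. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at an adjusted p under 0.05 and an absolute FC of at least 1.5. The biological coefficient of variation was 9.80%. CPM were computed from TMM-scaled library sizes, and log2 CPM used a prior count of 2.

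A self-test added known changes to 200 genes in simulated counts with the spread and depth of the PBO and FORM libraries. Of the genes changed by a FC of 1.5, 2, 3 and 4 the analysis called 36, 82, 94 and 94%, and 1.92% of its calls were false. The replicates within a condition were compared by chi-square on counts over genes with a summed count of at least 20.

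PCA used the rlog transformation of DESeq2 on the 5000 most variable genes. Distances between group centroids were tested over all 35 splits of the 8 libraries. PC scores and mapping measures were correlated after centring by group, with 100000 permutations of the centred values over all 24 libraries and adjustment over 15 relations. The counts of genes called were also computed for all 35 splits of each comparison. Overlaps were set beside the value for independent lists and beside 40 simulations of unchanged groups that shared simulated FORM libraries. They were also set beside the 6 ways to split the FORM libraries between the comparisons, which leave 2 FORM libraries in each. Treatments were clustered on log2 FC by Euclidean distance and Ward linkage.

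Gene lists were fixed before the counts were seen, by words in the descriptions of the paper's Tables S2 to S7: P450, UGT, GST, CCE, ABC transporter, short-chain dehydrogenase, intradiol ring-cleavage dioxygenase, cysteine peptidase, cuticle protein, lipocalin, neuropeptide, germline and yolk, silk and orphan secreted, chromatin and transcription, the MFS genes of Table S6 and the transcription factors of Table S7. The CncC orthologs and the calcineurin subunits came from the paper's text. Most of these genes are in the tables because the study called them in the same libraries, so the direction of a list is not independent evidence. The 18 lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation, and with limma's fry, and adjusted over 72 list tests. A further 18 lists rested on words in a reference annotation and were not run, because none of its gene IDs pairs with those of the counts.

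Genes to be named were set by a rule: for each synergist the 10 with the highest and the 10 with the lowest log2 FC among the genes called whose treated libraries all lay on the same side of the FORM mean, all genes called between FORM and CON, and every gene ID in the paper's text, Fig. 2, Table S6 or Table S7. The values in the paper's tables had been seen when the rule was written. Other genes named here, among them the examples from gene lists, were chosen after their values were seen.

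Alternatives were DESeq2 without shrinkage, DESeq2 with a normal prior, limma-voom, DESeq2 size factors, no filter on low counts, at least 10 counts in every library, a fit of the 2 groups compared only, the replicate number as a block, the adjusted p alone, a test against an FC of 1.5, CON or CON and FORM pooled as control, and each library left out in turn. PCA was repeated on the 500 most variable genes, on all genes and on log2 CPM. A length and GC correction was not made, since the genome annotation at hand was not used here. Enrichment of GO terms was not computed.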

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

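The tests of PC2 against the share of reads mapped to multiple loci and against the share of counts in few genes were chosen after the PC2 scores were seen, while the other tests in this part were set before their results were seen. Libraries that lie far from the others of their group were found by Dixon's test at its 95% critical value, which is passed by about 1 in 20 groups by chance; it was passed in 15 of 206 groups.

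The first of the patterns weighed is the spread of libraries along PC2, where DEM replicate 1 lies far from the other DEM libraries (gap over range 0.919). The same library stands apart in the share of counts in the 10 most abundant genes (0.914) and in the share of reads mapped to multiple loci (0.930). After centring by group the PC2 score rose with the share of reads mapped to multiple loci (Pearson r 0.939, Spearman rho 0.901, permutation p = 1e-05, adjusted p = 7.50e-05 over 15 relations, and r 0.8996 without DEM replicate 1 and CON replicate 3) and with the share in few genes (r 0.924, rho 0.850, permutation p = 1e-05, adjusted p = 7.50e-05, and r 0.850 without the same 2 libraries). Library size gave an r of 0.181 (permutation p = 0.4, interval −0.298 to 0.587), which leaves its part open. PC2 therefore went with both shares, but these relations do not show that a few transcripts make it up. No gene had a weight (loading) above 0.0821 on PC2, so the component is spread over many genes. Whether it comes from RNA preparation or from the mites is open, since no biological explanation was tested.

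The second is the set of 38 genes that fell with PBO and rose with DEM. All 38 were also higher with DEM than with PBO in the direct contrast. This follows largely from their choice by opposite calls against the same FORM libraries, so it adds no evidence. Scaling of the libraries stays open: all 38 were kept with DESeq2 size factors, but these moved the log2 FC with PBO by a median of 0.00679 against a median SE of 0.110, so the comparison decides nothing. Reads too short to map stay open too (r −0.0551, Spearman rho −0.259, permutation p = 0.795, adjusted p = 0.891 over 15 relations, r −0.0944 without DEM replicates 1 and 2), since the interval of −0.497 to 0.409 includes sizeable relations and a relation within groups does not settle a difference between them. DEM replicate 1 could not be ruled out as a support of the calls: without it 12 were called both ways, against 20 to 35 called up with DEM when replicate 2, 3 or 4 was left out, although all 38 kept a log2 FC above 0 and the median was 0.77 with it (median SE 0.194) and 0.76 without it (0.211). The mean log2 CPM of the set was 4.33 to 4.50 in DEM libraries, 3.58 to 3.76 in FORM and 2.74 to 2.89 in PBO, and a response to the compounds, on genes such as nejire (log2 FC −0.92 with PBO and 1.00 with DEM), the chitinase gene tetur23g02160 (−0.95 and 0.98) and Tenectin (tetur02g08240, −1.02 and 1.10), is a further explanation that was not tested; 11 of the 38 are in the chromatin and transcription list.

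The third is the rise of tetur08g06890 with CsA while genes nearby in number fell: of 45 tested from tetur08g06330 to tetur08g06890, 8 fell (tetur08g06340, tetur08g06350, tetur08g06360, tetur08g06370, tetur08g06400, tetur08g06820, tetur08g06850 and tetur08g06870), 1 rose and the others, among them the sialin gene tetur08g06330 (FC 1.07, adjusted p = 0.767), were not called by edgeR's quasi-likelihood test. A mere exchange of reads between paralogs, with their total unchanged, was argued against for the 4 genes in Table S6 (tetur08g06340, tetur08g06360, tetur08g06870 and tetur08g06890). Their summed CPM lay outside the FORM range of 276 to 309 in all 4 CsA libraries (184 to 266). CsA replicate 4 was argued against as well, because both tetur08g06890 and tetur08g06870 (2 genes) were still called without it. These tests leave open a shift of reads among the 4 genes beside a real fall of some of them, and a shift to paralogs outside the 4 genes. No biological explanation of the opposite changes was tested.

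Other libraries stood apart in single values, given here as gap over range. For gene lists these were FORM replicate 1 in UGTs (0.913), FORM replicate 2 in MFS genes (0.842), DEF replicate 1 in cysteine peptidases (0.8292), DEF replicate 2 (0.877) and CsA replicate 4 (0.931) in cuticle proteins, and DEM replicate 4 in chromatin and transcription genes (0.909). For single genes they were PBO replicate 4 in tetur01g06580 (0.920), FORM replicate 4 in tetur16g03490 (0.899), tetur04g06770 (0.857), tetur11g05020 (0.934) and tetur01g02650 (0.891), and FORM replicate 1 in tetur06g01700 (0.891).

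Differences between synergists were tested directly with edgeR's quasi-likelihood test. PBO and DEF differed in 37 genes, among them the cysteine peptidase gene tetur31g00690, higher with PBO (log2 FC 1.61), and tetur36g00190, lower with PBO (−1.93). DEM and CsA differed in 75 genes, among them the adenylate cyclase genes tetur11g05110 (log2 FC −1.79) and tetur30g01490 (−1.61), both lower with DEM. A further 477 genes were called with at least 1 synergist and are listed in none of Tables S2 to S5. Of these, 2 are in Table S7, tetur08g07600 and tetur25g00460. The calls depend on the setting: DESeq2 with a normal prior, fitted to the 2 groups compared and all genes and chosen after seeing the values, called 0 genes outside the paper's table with PBO, DEF, DEM and CsA, where DESeq2 without shrinkage called 203, 176, 181 and 101.

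The comparisons were repeated over all 35 splits of their 8 libraries. For FORM against CON, PBO, DEF and DEM only 1 of the 35 splits, the real one, gave as many genes called, and the other splits gave at most 0, 0, 1 and 0. For CsA 3 of the 35 splits gave as many, the real one and those that exchanged CsA replicate 4 with FORM replicate 2 (159 genes) or FORM replicate 4 (327 genes). The number of DEGs with CsA may therefore depend on how CsA replicate 4 lies among these libraries, and it is not set apart from other splits by this test.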

How the results depend on the processing

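The alternatives were chosen before the data were examined, except 2 that were added after seeing the data: leaving out CON replicate 3, DEM replicate 1 and CsA replicate 4 together, and DESeq2 with a normal prior in a fit of the 2 groups compared with all genes. The causes of the changes below were not tested, unless fewer libraries or a stricter threshold give them. The order of the numbers below is FORM against CON, then PBO, DEF, DEM and CsA against FORM.

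The numbers of DEGs, 3, 332, 335, 277 and 133, stayed within 1.5 times with limma-voom (3, 316, 336, 263 and 90), DESeq2 size factors (3, 342, 334, 274 and 130), no filter on low counts (2, 295, 305, 245 and 100), at least 10 counts in every library (3, 284, 278, 222 and 121) and a fit of the 2 groups compared (2, 353, 397, 308 and 120). DESeq2 without shrinkage gave 7, 360, 342, 258 and 156. DESeq2 with a normal prior gave 6, 145, 189, 120 and 75. The adjusted p alone gave 4, 1119, 1115, 1405 and 461, and the test against an FC of 1.5 gave 0, 19, 26, 6 and 17. With CON as control the synergists gave 771, 534, 322 and 315, and with FORM and CON pooled 629, 519, 374 and 344. The added setting with a normal prior gave 1, 160, 174, 78 and 58. CsA gave 594 without the 3 libraries named above.

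Which direction had more DEGs also changed. PBO had 129 upregulated and 203 downregulated genes, but 76 and 69 with the normal prior, 16 and 3 with the test against an FC of 1.5 and 85 and 75 in the added setting. CsA had 71 and 62, but 32 and 43 with the normal prior, 37 and 53 with limma-voom, 42 and 58 with no filter, 54 and 66 in a fit of the 2 groups, 200 and 261 with the adjusted p alone, 2 and 15 with the test against an FC of 1.5 and 16 and 42 in the added setting. It also had more downregulated genes without FORM or CsA replicate 1, 2 or 3 (19 to 23 and 47 to 65), and 414 and 94 without CsA replicate 4. DEF had 184 and 151, but 124 and 132 without FORM replicate 1 and 125 and 128 without DEF replicate 4. DEM had 212 and 65, and 3 and 3 with the test against an FC of 1.5. FORM against CON had 1 and 2, but 6 and 4 without CON replicate 1, 2 and 0 without CON replicate 4, 1 and 0 without CON replicate 3 or any FORM library, and 2 and 1 without the 3 libraries.

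With single libraries left out, FORM against CON gave 1 to 10 (10 without CON replicate 1, and 1 without CON replicate 3 or any FORM library). PBO gave 212 (without PBO replicate 1) to 286 and DEF 227 to 380. DEM gave 85 (without FORM replicate 3) to 361, with 96 without DEM replicate 1 and 138 without FORM replicate 1. CsA gave 66 (without CsA replicate 1) to 508 (without CsA replicate 4), and 73, 80 and 67 without FORM replicates 1, 2 and 3 and 69 and 88 without CsA replicates 2 and 3.

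The 117 genes shared by PBO and DEF became 59 with the normal prior, 444 with the adjusted p alone, 11 with the test against an FC of 1.5, 63 in the added setting, 49.5 (median) with split FORM libraries and 83 to 121 with single libraries left out. The 599 genes called with a single synergist became 315 with the normal prior, 1920 with the adjusted p alone, 38 with the test against an FC of 1.5, 927 with CON as control and 256 in the added setting. Split FORM libraries lowered the correlation of PBO and DEF to 0.431, of DEM and CsA to 0.421 and of DEF and CsA to 0.0558. They also lowered that of DEF and DEM from 0.159 to −0.0117, of PBO and DEM from −0.136 to −0.246 and of PBO and CsA from −0.0152 to −0.154. CON in place of FORM for PBO gave 0.526, and for CsA (with DEM) 0.509. These 2 settings remove the shared control by construction, and the split also leaves fewer FORM libraries in each comparison.

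On log2 CPM, PC1 held 29.0% and PC2 16.4% of the variance, and with single libraries left out PC1 held 35.3 to 41.6% and PC2 19.7 to 27.4%. The test against an FC of 1.5 called 3 P450 and 1 UGT genes up with PBO, 4 and 2 with DEF, and 4 MFS genes down with CsA. With single libraries left out, P450s up numbered 11 to 15 with PBO and 8 to 11 with DEF, UGTs 6 to 9 and 11 to 12, and MFS genes down with CsA 13 to 15. The height at which PBO and DEF joined moved between 0.162 and 0.230 (P450s), 0.132 and 0.192 (UGTs) and 0.233 and 0.268 (MFS), with the same groups each time.

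Of the 176 values of named genes none reversed. The call was kept in 143 without shrinkage, 134 with a normal prior, 167 with limma-voom, 176 with size factors, 168 without filter, 94 with the test against an FC of 1.5, 159 with the adjusted p alone, 165 without the 3 libraries and 118 in the added setting with a normal prior. It was kept in 117 of 119 values with at least 10 counts, 143 of 155 in a fit of the 2 groups, and 142 and 161 of 173 with CON or pooled controls. With single libraries left out it was kept in 142 to 158 values without a FORM library, 29 to 33 of 39 without a PBO, 38 to 44 of 47 without a DEF, 24 to 31 of 33 without a DEM and 48 to 54 of 54 without a CsA library, and for FORM against CON in 1 to 3 of 3 without a CON library. Offsets for length and GC content, with and without a block, were not run, because the reference matches none of the gene IDs. The FC of genes with counts near 0 is no bound. Of genes changed by a FC of 1.5 the self-test found 57.1% at the adjusted p alone and 36% with the FC threshold, and it was not split by count.

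It is not stated whether libraries of the same number were prepared together, so the replicate block was kept as an alternative. With the replicate block the numbers of DEGs were 2, 361, 362, 311 and 185, PBO and DEF shared 126, and 13 and 10 P450s and 8 and 12 UGTs rose with PBO and DEF. Libraries of the same number correlated with an r of −0.366 to 0.606, 13 of 20 of them above 0.1 (among them all those of DEF with FORM), and 10 of 20 correlated best with the FORM library of their own number.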

Differences from the paper's values

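The paper reports 1 gene between FORM and CON, and 3 were called here. A value is taken as within the paper's when it has the same sign and neither is more than 1.5 times the other. Of the alternatives set before the data were examined, leaving out CON replicate 3 or any FORM library gave 1 gene, and the others gave no value within the paper's. In each of these the gene was upregulated, while the paper's gene tetur13g00990 was lower with formulation here, so the counts match through another gene. The paper's numbers of DEGs and the numbers here were 162 and 332 with PBO, 174 and 335 with DEF, 78 and 277 with DEM, and 58 and 133 with CsA. For PBO, DEF and CsA, DESeq2 with a normal prior came within 1.5 times the paper's numbers (145, 189 and 75), but for DEM it did not (120). Leaving out FORM replicate 2 or 3 or PBO replicate 1 did so for PBO, leaving out FORM replicate 1, 2 or 3 or DEF replicate 1 or 4 for DEF, FORM replicate 3 or DEM replicate 1 for DEM, and FORM replicate 1, 2 or 3 or CsA replicate 1 or 2 for CsA. The other alternatives set before the data were examined, DESeq2 without shrinkage among them, did not.

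Downregulated genes numbered 77 in the paper and 203 here with PBO, 69 and 151 with DEF, and 17 and 65 with DEM. The normal prior came within the paper's number for PBO and DEF, leaving out PBO replicate 1 did so for PBO, and no alternative set before the data were examined did so for DEM. Upregulated genes numbered 85 in the paper and 129 here with PBO, 105 and 184 with DEF, 61 and 212 with DEM, and 16 and 71 with CsA. The normal prior came within the paper's number for PBO, DEF and DEM and not for CsA. At least 10 counts in every library did so for PBO and DEF, and size factors, no filter and leaving out any library but FORM replicate 4 did so for PBO. Leaving out FORM replicate 1, 2 or 3 or DEF replicate 1 or 4 did so for DEF, FORM replicate 3 or DEM replicate 1 for DEM, and FORM or CsA replicate 1, 2 or 3 for CsA. The remaining alternatives did not.

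The paper reports 60 genes shared only by PBO and DEF in the same direction, against 109 here, of which 44 against 68 rose and 16 against 41 fell. The normal prior came within all of these. For the total, leaving out FORM replicate 1 or 3, PBO replicate 4 or DEF replicate 1 did so too, and for the genes that rose so did no filter, at least 10 counts and leaving out any library but FORM replicate 4 or DEF replicate 2. The remaining alternatives did not, and for genes that fell none but the normal prior did.

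The FC of the most changed genes were 3.33 and −2.11 in the paper and 13.4 and −16.5 here with PBO, 3.10 and −2.33 against 27.0 and −18.9 with DEF, and 2.1 and −2.3 against 28.9 and −31.6 with DEM. The normal prior came within all of the paper's values. At least 10 counts in every library did so for PBO and for the lowest value of DEF, and all other alternatives set before the data were examined did not.

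DESeq2 with a normal prior, fitted to the 2 groups compared and all genes, gave 1, 160, 174, 78 and 58 DEGs, 60 genes shared only by PBO and DEF (44 and 16) and extremes of 3.33 and −2.11, 3.35 and −2.33, and 2.15 and −2.28; it was chosen after seeing the values and drops 2 of the paper's 162 genes with PBO and 0 with DEF, DEM and CsA.

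Every gene in the paper's tables of DEGs had the same direction here, and 150 of 162, 162 of 174, 76 of 78 and 52 of 58 were called with PBO, DEF, DEM and CsA. The paper lists tetur16g03490 as shared by PBO, DEF and CsA; its log2 FC here were 1.32, 1.22 and 1.22 without a call (adjusted p = 0.0792, 0.110 and 0.116, edgeR's quasi-likelihood test). It was called with all of these with CON as control, with FORM and CON pooled, and in both settings that were chosen after seeing the values, with PBO and DEF in a fit of the 2 groups compared or without FORM replicate 4, and with PBO by limma-voom. The paper lists tetur25g02030 as changed with CsA; its FC here was 1.78 without a call (adjusted p = 0.0977, edgeR), and it was called with CON as control, with the controls pooled, in a fit of the 2 groups compared, and in both settings chosen after seeing the values. The paper lists tetur20g01790 and tetur16g01860 as changed with DEF; their FC here were 1.66 and 2.64 without a call (adjusted p = 0.0777 and 0.134, edgeR). Both were called in a fit of the 2 groups compared and in both settings chosen after seeing the values, the first also by DESeq2 without shrinkage, with the replicate number as a block and without FORM replicate 4, and the second also with FORM and CON pooled. The paper's text has a single GST gene rising with PBO and DEF, which can be read as the gene shared by them, TuGSTd14. Its Table S2 lists 2 with PBO, TuGSTd14 and the class mu gene tetur05g05190, and both rose here. Of the P450 genes that rose here, 8 of 13 with PBO and 5 of 10 with DEF bear a CYP392 name, fewer than the paper counts in that family. The paper gives tetur04g06670 as TuCCE25 rising with DEF; its FC here was −1.05, while tetur04g06770, the ID in the paper's table, rose with a FC of 3.05. The paper gives the FC of tetur13g00990 without a sign, and the gene was lower in mites treated with formulation than in unsprayed mites (log2 FC −0.90).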

Other observations

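Cysteine peptidase genes, digestive enzymes of the mite gut, rose with both PBO and DEF. Of the 10 in the paper's tables 5 rose with PBO (7 when adjusted over the list alone) and 8 with DEF (9 alone), and none fell. Cathepsin B (tetur28g01430) rose from 77.9 ± 6.40 CPM with formulation to 138 ± 16.9 with PBO and 148 ± 20.0 with DEF (SD, n = 4), and the legumain gene tetur16g03670 had FC of 1.91 and 2.12. DEF replicate 1 lay apart from the other DEF libraries for the list (gap over range 0.8292), which was drawn from DEGs of the same libraries. Its adjusted p with an estimated correlation was 0.00679 with PBO and 0.00628 with DEF (limma's camera). With DEM edgeR's quasi-likelihood test, DESeq2 and limma-voom called 0 of them, and 2 were higher at an unadjusted p under 0.05; with CsA the cathepsin B gene tetur24g00270 rose (FC 1.87). In direct contrasts 7 of the 10 were lower with DEM than with PBO.

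Chromatin and transcription genes went the other way with PBO than with DEM. Of the 21 in the paper's tables 14 fell with PBO (16 when adjusted over the list alone), 6 rose with CsA (12 alone; DESeq2 called 9 and limma-voom 0, and 19 were higher at an unadjusted p under 0.05) and 0 were called with DEF by edgeR's quasi-likelihood test, DESeq2 or limma-voom, where 0 had an unadjusted p under 0.05. All 21 were higher with DEM than with PBO in the direct contrast. In CsA replicate 4 the mean log2 CPM of the list was 4.17, below every FORM library (4.49 to 4.70), against 5.32 to 5.65 in replicates 1 to 3, and without it 19 of the 21 rose with CsA. The list was drawn from DEGs of the same libraries and gave an adjusted p = 0.107 with PBO and adjusted p = 0.152 with CsA, both with an estimated correlation. Mediator subunit Med1 (tetur26g02090) had log2 FC of −0.65 with PBO and 0.61 with DEM, and BARD1 (tetur02g10210), a ubiquitin ligase of DNA repair, −0.71 and 0.62.

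Of the 4 lipocalin genes 1 rose with PBO (3 when adjusted over the list alone), 1 with DEF (2 alone) and 2 fell with DEM (3 alone), with adjusted p = 0.0507 for DEM with an estimated correlation. The lipocalin gene tetur06g03090 had FC of 1.58 with PBO and −2.14 with DEM, and tetur16g03460 was higher with PBO than with DEF (log2 FC 1.46, edgeR). With CsA 0 were called by edgeR's quasi-likelihood test, DESeq2 or limma-voom, and 1 was higher at an unadjusted p under 0.05. Of the 4 silk and orphan secreted genes 1 rose with PBO, 1 rose and 1 fell with DEF, 2 rose with DEM and 1 rose with CsA (2 when adjusted over the list alone). The gene tetur13g00990 had FC of 1.53 with PBO and 2.07 with DEF.

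Of the germline and yolk genes 1 rose and 2 fell with PBO, and edgeR, DESeq2 and limma-voom called 0 with DEM and with CsA, where 3 and 2 were higher and 1 and 0 lower at an unadjusted p under 0.05. Of the cuticle protein genes the same tools called 0 with DEF, DEM and CsA, where 1, 0 and 0 were higher at an unadjusted p under 0.05. Of the 3 ABC transporter genes the same tools called 0 with PBO, where 2 were higher at an unadjusted p under 0.05. Of the 5 CCE genes they called 0 with DEM, where 0 had an unadjusted p under 0.05. Of the intradiol ring-cleavage dioxygenase genes 1 fell with DEM, tetur13g04550 (FC −1.59), and 0 were called with CsA by these tools, where 0 had an unadjusted p under 0.05. Short-chain dehydrogenase genes fell with DEM in 4 cases of 9, with adjusted p = 0.0466 with an estimated correlation.

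The calcineurin subunit genes, of a phosphatase that is a target of CsA, were called with none of the synergists by edgeR's quasi-likelihood test, DESeq2 or limma-voom (0 called). The FC with CsA were 1.08 for tetur04g07540 and −1.06 for tetur03g06410, and tetur04g07560 had too few reads to be tested. At an unadjusted p under 0.05, 1 was lower with PBO, 1 higher with DEM, and 0 changed with DEF and with CsA.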
